# Survival Strategies and Metabolic Interactions between Ruminococcus gauvreauii and *Ruminococcoides bili*, Isolated from Human Bile

**DOI:** 10.1128/spectrum.02776-21

**Published:** 2022-07-11

**Authors:** Natalia Molinero, Elena Conti, Alan W. Walker, Abelardo Margolles, Sylvia H. Duncan, Susana Delgado

**Keywords:** syntrophy, survival, cross-feeding, co-cultures, ruminococci, bile resistance, SCFAs, stress conditions

## Abstract

Little is known about the bacteria that reside in the human gallbladder and the mechanisms that allow them to survive within this harsh environment. Here we describe interactions between two strains from a human bile sample, one Ruminococcus gauvreauii (IPLA60001), belonging to the *Lachnospiraceae* family, and the other, designated as Ruminococcoides bili (IPLA60002^T^; DSM 110008) most closely related to Ruminococcus bromii within the family Ruminococcaceae. We provide evidence for bile salt resistance and sporulation for these new strains. Both differed markedly in their carbohydrate metabolism. The R. bili strain mainly metabolized resistant starches to form formate, lactate and acetate. R. gauvreauii mainly metabolized sugar alcohols, including inositol and also utilized formate to generate acetate employing the Wood Ljungdahl pathway. Amino acid and vitamin biosynthesis genomic profiles also differed markedly between the two isolates, likely contributing to their synergistic interactions, as revealed by transcriptomic analysis of cocultures. Transcriptome analysis also revealed that R. gauvreauii IPLA60001 is able to grow using the end-products of starch metabolism formed by the R. bili strain such as formate, and potentially other compounds (such as ethanolamine and inositol) possibly provided by the autolytic behavior of R. bili.

**IMPORTANCE** Unique insights into metabolic interaction between two isolates; Ruminococcus gauvreauii IPLA60001 and Ruminococcoides bili IPLA60002, from the human gallbladder, are presented here. The R. bili strain metabolized resistant starches while R. gauvreauii failed to do so but grew well on sugar alcohols. Transcriptomic analysis of cocultures of these strains, provides new data on the physiology and ecology of two bacteria from human bile, with a particular focus on cross-feeding mechanisms. Both biliary strains displayed marked resistance to bile and possess many efflux transporters, potentially involved in bile export. However, they differ markedly in their amino acid catabolism and vitamin synthesis capabilities, a feature that is therefore likely to contribute to the strong synergistic interactions between these strains. This is therefore the first study that provides evidence for syntrophic metabolic cooperation between bacterial strains isolated from human bile.

## INTRODUCTION

The human gastrointestinal tract (GIT) is colonized by a variety of different microbial species that play vital roles in the maintenance and regulation of host homeostasis. Important mechanisms for host health include the metabolism of non-digestible dietary polysaccharides, and the production of vitamins and other metabolites with a beneficial effect, such as short-chain fatty acids (SCFAs), among others (1). The bacterial communities that inhabit our GIT have been widely characterized in the last few years, but little is known about the microbial communities present in the gallbladder and bile.

Recently, we characterized the human bile microbiome in subjects without any hepatobiliary pathologies (2). The bile of the gallbladder is colonized by a diverse microbiota, dominated by members of the Firmicutes, Bacteroidetes, Actinobacteria, and Proteobacteria phyla. During the course of this previous work, we were able to isolate, among others, two strains from a human bile sample, named IPLA60001 and IPLA60002, belonging to the *Clostridiales* order. The 16S rRNA gene sequences of these new strains showed the highest similarity with Ruminococcus gauvreauii (99%) and Ruminococcus bromii (93%), respectively.

At present, Ruminococcus is considered a polyphyletic genus, with species belonging to two Firmicutes families: Lachnospiraceae and Ruminococcaceae (3). There is therefore an urgent need to reclassify many of these bacteria into other genera in order to resolve the discrepancy of strains belonging to either the family Ruminococcaceae or Lachnospiraceae (3–6). Strain IPLA60002 showed phenotypic and genomic differences from the most closely related R. bromii strains, and it has now therefore been designated as a new species named Ruminococcoides bili, belonging to a new genus, Ruminococcoides, which is phylogenetically distant from other “true ruminococci” (7). R. bili belongs to the Ruminococcaceae family of the Firmicutes phylum and is a strictly anaerobic Gram-positive coccus. R. bili, like the most closely related R. bromii, is an efficient degrader of resistant starches, an important source of non-digestible dietary polysaccharides in the human colon (7, 8). The fermentation of these substrates provides nutrients for other bacteria and SCFAs, which are beneficial for host health (9). In contrast, R. gauvreauii strains are strictly anaerobic Gram-positive cocci, belonging to the Lachnospiraceae family of the Firmicutes phylum, and can use different sugar alcohols as carbon sources such as d-sorbitol, d-mannitol and inositol, producing acetate as their main fermentation product (10).

Microbial interactions in mixed communities are complex and can be mutualistic or antagonistic. Metabolite cross-feeding is a key feature of microbial ecosystems, but these likely complex interactions are generally not well characterized. Metabolite cross‐feeding can involve one strain utilizing, for example, macronutrient break down products, vitamins, or SCFAs formed by another strain. Cross‐feeding interactions can influence the metabolic pathways involved in fermentative metabolism and hence the energetics of bacterial metabolism. For example, formate, acetate and lactate can be formed by certain species, which are then used by other cross-feeding bacteria (11, 12). A previously demonstrated example is the interactions between R. bromii and Blautia hydrogenotrophica, as the latter can cross-feed on the formate generated by R. bromii while growing on resistant starch to generate acetate, employing the Wood‐Ljungdahl pathway (13). In our study, the R. gauvreauii IPLA60001 and R. bili IPLA60002 (DSM 110008) strains were isolated together and were difficult to cultivate separately, suggesting a potential symbiotic relationship. In this work, we investigated the trophic co-operation between these two human bile isolates using a combination of biochemical, genomic, and transcriptomic tools to analyze the production and cross-feeding of SCFAs and their metabolic interactions when cocultured on dietary starch as the sole carbon source.

## RESULTS

### Description of the strains and growth conditions.

R. gauvreauii IPLA60001 and R. bili IPLA60002 were isolated previously from a human bile sample (2). Growth conditions of R. bili IPLA60002 and its behavior on different media have been previously described (7). Both strains grow on Gifu Anaerobic Medium (GAM) plates supplemented with cysteine (GAMc), with R. gauvreauii IPLA60001 forming small white colonies after 72 h. In GAMc broth, R. gauvreauii required 18–20 h to reach the maximum OD_650_ (0.9–1.1). In M2GSC broth medium (14), supplemented with 30% clarified bovine rumen fluid (CBRF), the R. gauvreauii strain grew faster than in GAMc broth, reaching a maximum OD_650_ in 12 h, as was also reported previously for R. bili (7). As described previously, *R. bili* IPLA60002 has the ability to sporulate (7), and this behavior was also observed in R. gauvreauii strains IPLA60001 and DSM-19829 following staining using the Schaeffer and Fulton Spore Stain kit (Fig. S1 in the supplemental material).

### Molecular and phylogenetic identification.

The 16S rRNA genes from the strains R. gauvreauii IPLA60001 and R. bili IPLA60002 were amplified and sequenced. Molecular and phylogenetic description of R. bili IPLA60002, and its comparison to those of the related R. bromii (L2-63 and 5AMG) strains have been described previously (7). BLASTn analysis of strain IPLA60001 revealed that it shared 99% sequence similarity with R. gauvreauii. From whole genome sequence analysis of the IPLA60001 strain and following assembly, we obtained 60 contigs. The genome analysis of R. gauvreauii IPLA60001 showed a genome size of 4.14 Mb, a G+C percentage of 47.65%, the presence of 3,864 predicted open reading frames (ORFs) and 82 tRNAs. By comparing to the previously described genomic analysis of R. bili strain IPLA60002 (7), these results revealed markedly phylogenetic differences between the two bile isolates.

### Carbohydrate utilization and SCFA formation.

The carbon sources utilized by R. gauvreauii IPLA60001 were analyzed, comparing their fermentation capabilities with those of the related strain R. gauvreauii DSM-19829. The carbon sources utilized by R. bili IPLA60002 were analyzed previously (7) and compared their fermentation capabilities with those of the related strains; R. bromii L2-63 and 5AMG. Substrate utilization was the same for the two R. gauvreauii strains, with both able to use d-glucose, d-mannitol, d-sucrose, d-xylose, d-sorbitol, and inositol, and producing acetate as a major fermentation product. Regarding the *R. bili* IPLA60002 and the *R. bromii* strains, the ability to use a range of different carbon sources was also similar for all, resulting in the production of acetate and formate as major fermentation products (7). When comparing the different species, R. gauvreauii strains IPLA60001 and DSM-19829 are not able to hydrolyze resistant starches, in contrast with the R. bili and R. bromii strains tested previously (7).

As highlighted earlier, initial work with the new isolates showed that they grew very well in the presence of each other and were more difficult to cultivate separately. This raised the possibility that this may be driven by cross-feeding or syntrophy between the two species. Therefore, to test the hypothesis that R. gauvreauii IPLA60001 was able to use the formate produced by *R. bili* IPLA60002, the strain was grown in M2 medium supplemented with 30% CBRF and different concentrations of formate, alongside only limited additional carbon source (0.1% d-glucose). The CBRF also contains acetate, as can be seen in Fig. 1. After 48 h of culture, supernatants were analyzed by gas chromatography (GC), which showed that, although R. gauvreauii IPLA60001 was not able to grow with formate as the sole carbon source, when the medium was supplemented with glucose the strain completely metabolized all the formate added to the medium, at both 10 mM or 20 mM final concentrations (Fig. 1A). The SCFA profiles at different times of growth in cultures supplemented with formate, butyrate and limited carbon source showed that formate was metabolized within the first 24 h, during late exponential phase, when the strain was fermenting the glucose to produce acetate (Fig. 1B). In stationary phase and when the glucose was completely metabolized, the strain seemed to metabolize the acetate produced, although no changes in the SCFA profile were detected, so it does not appear that R. gauvreauii uses acetate to produce other SCFAs. Butyrate was not consumed or produced by R. gauvreauii IPLA60001, with levels constant from start to finish of the incubation, reflecting the initial concentration of butyrate in the CBRF added to the growth medium (Fig. 1B).

**FIG 1:**
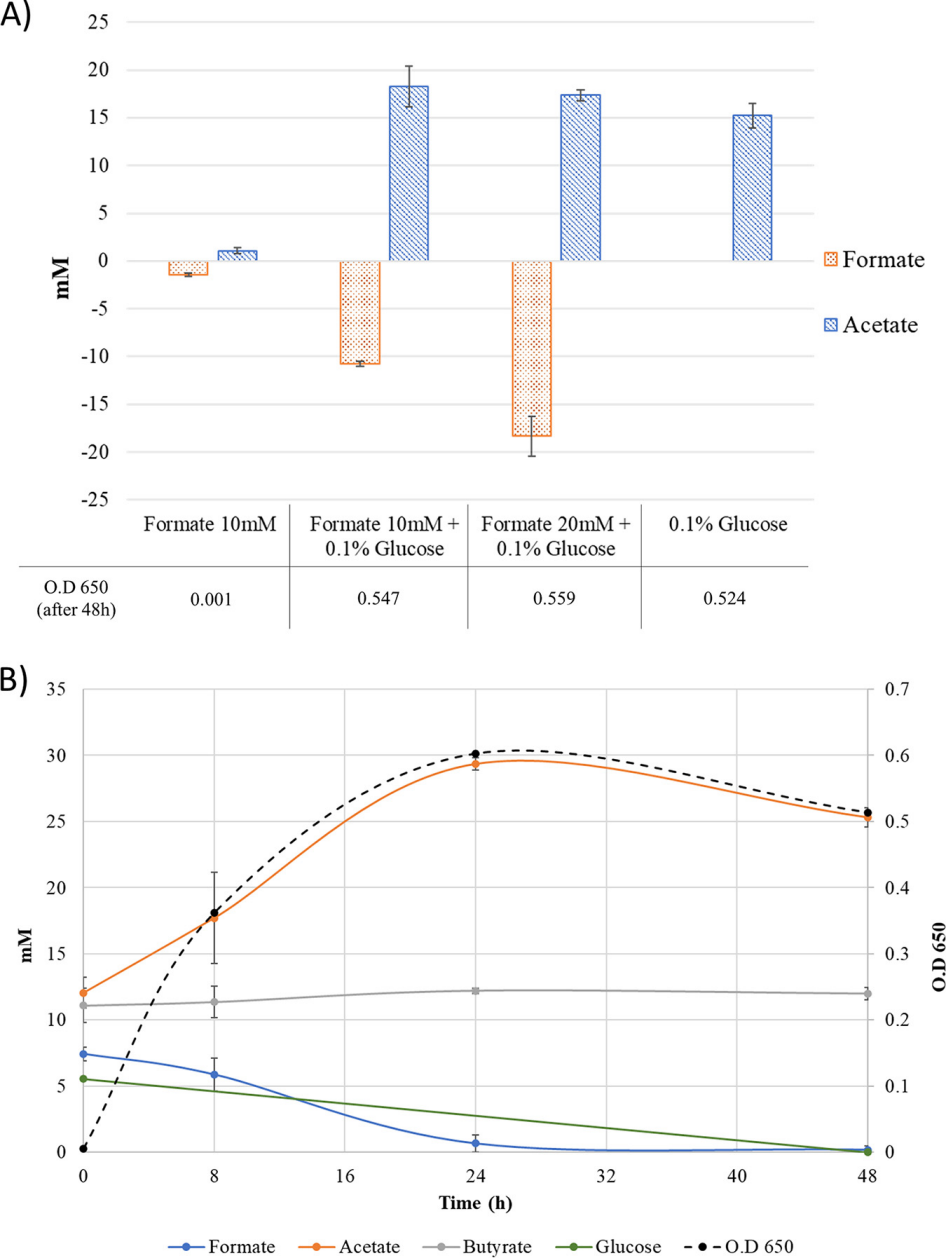
A: Short chain fatty acid profile of Ruminococcus gauvreauii IPLA60001 following 48 h growth on M2 medium supplemented with 30% clarified bovine rumen fluid, with different concentrations of formate and limited carbon source (0.1% glucose) and O.D. 650 values after 48 h. The results are normalized to time zero. B: Growth of Ruminococcus gauvreauii IPLA60001 on M2 medium supplemented with 30% clarified bovine rumen fluid, 10 mM formate, 10 mM butyrate and 0.1% glucose. The graph shows the variation in time (h) of short chain fatty acids and glucose concentrations (normalized to time zero) as well as the change in optical density (OD_650_).

### Resistance to bile salts.

The resistance to bile salts was tested for all of the above-mentioned strains. Results for R. bili and R. bromii have been published previously and revealed a much higher bile tolerance for the bile isolate R. bili than the related colon-dwelling R. bromii strains (7), likely reflecting niche adaptation by R. bili to the gallbladder environment. The two R. gauvreauii strains showed the same strongly bile resistant phenotype as R. bili and were able to grow at the highest concentration tested (8%) of taurodeoxycholate (TDC), glycocholate (GC), taurocholate (TC), bovine bile, and a mixture of bile salts; at 0.1% of cholic acid (CA), and less than 0.25% of glycodeoxycholate (GDC) and porcine bile. This also likely reflects niche-adaptation by the R. gauvreauii IPLA60001 bile isolate to survival within the gallbladder.

### Comparative genomics of the bile isolates.

Genome analysis of R. gauvreauii IPLA60001 and R. bili IPLA60002 strains was performed using several different bioinformatic tools (see Materials and Methods). By comparing both genomes we found some differences related to bile salt stress response activities. The genome of *R. gauvreauii* IPLA60001 possesses genes related to activities against osmotic and oxidative stress, as well as some genes related to DNA repair that are not present in the genome of R. bili IPLA60002. In contrast, the genome of R. bili IPLA60002 possesses some genes related to stress response that are not present in the genome of R. gauvreauii IPLA60001, and some other genes related to DNA repair. R. bili IPLA60002 also possesses a choloylglycine hydrolase (EC 3.5.1.24) (7), an activity related to bile hydrolysis that is not present in the genome of the R. gauvreauii IPLA60001 strain.

Moreover, dbCAN analysis was used to provide information about the ORFs related to predicted carbohydrate-degradation enzymatic (CAZymes) activities. The genomes of the IPLA60001 and R. gauvreauii DSM-19829 strains were compared with those of *R. bili* IPLA60002 and its closely related strains of R. bromii, which were recently described in detail (7). The results of the dbCAN analysis are represented in a heatmap (Fig. 2) and revealed that the two R. gauvreauii strains had a similar CAZymes profile, with the presence of 28 genes related to the glycoside hydrolase family GH109 being particularly noteworthy. These genes corresponded with myo-inositol 2-dehydrogenases, which would explain the high inositol degradation rate observed for R. gauvreauii IPLA60001, which reached a maximum OD_650_ (0.9–1.1) in 8 h when grown in M2 medium supplemented with 0.2% inositol (data not shown).

**FIG 2:**
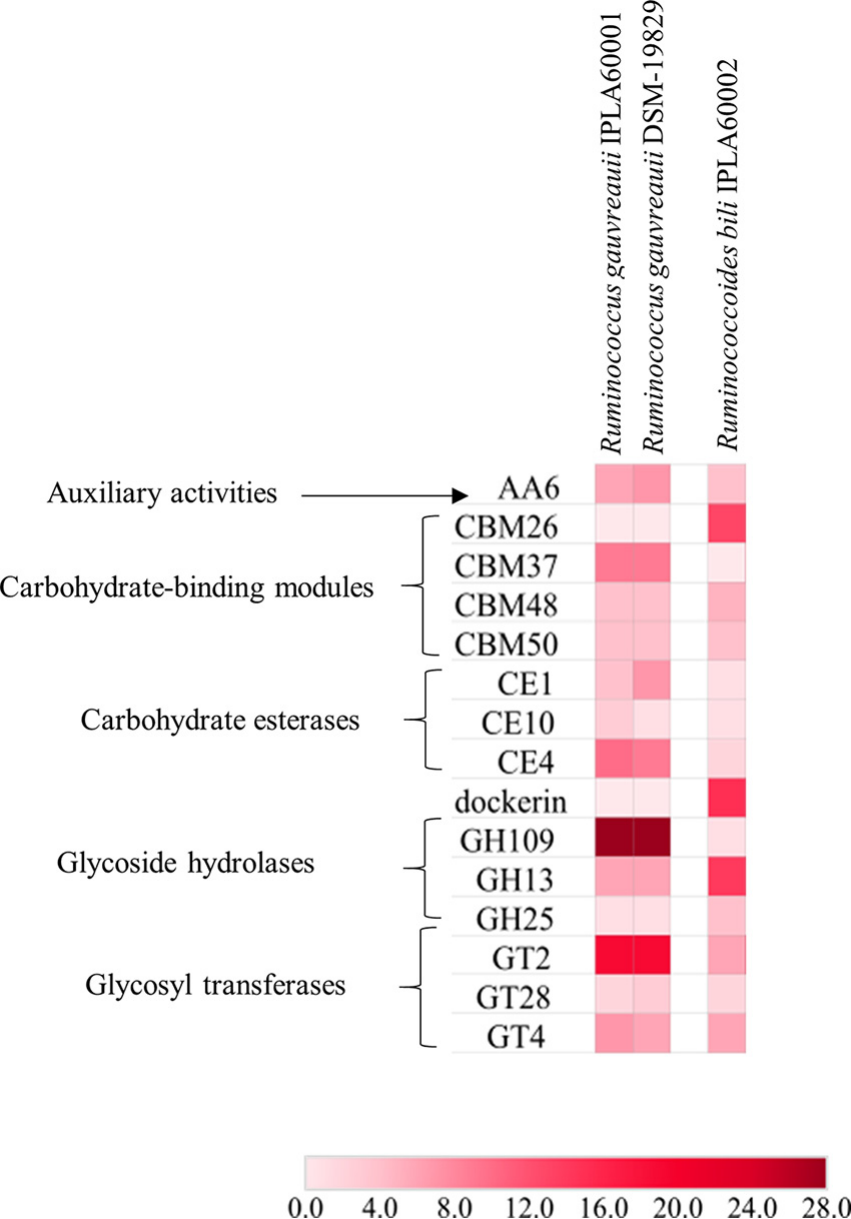
Heatmap based on dbCAN analysis comparing the functional carbohydrate active enzyme family classifications from CAZy in the genomes of Ruminococcus gauvreauii IPLA60001 *Ruminococcoides bili* IPLA60002 and Ruminococcus gauvreauii DSM-19829, and Ruminococcoides bili IPLA60002. Color key: each color represents a value range of presence of activities that was selected for optimal visualization ranging between 0 and 28 genes per genome.

The vitamin and amino acid biosynthesis and metabolism pathways of R. gauvreauii IPLA60001 and R. bili IPLA60002 were also analyzed, and these provided further evidence that there may be a mutually beneficial relationship between the two bile isolates (Table 1). Regarding vitamin biosynthesis, when comparing the genomes of the two strains, R. gauvreauii IPLA60001 has all genes needed to produce coenzyme B12 and cobalamin, which were not present in the R. bili IPLA60002 genome. Conversely, the R. bili IPLA60002 strain possesses all genes needed to produce coenzyme A, which are absent in the R. gauvreauii IPLA60001 genome. In relation to the amino acids metabolism, the results showed that R. gauvreauii IPLA60001 possesses all genes for putrescine utilization, urea decomposition, methionine and lysine biosynthesis, and creatine and creatinine degradation, none of which were detected in the R. bili IPLA60002 genome. Moreover, the latter possessed genes for glycine and serine utilization, and these pathways were not present in the R. gauvreauii genome. The genes related to these metabolic and biosynthetic pathways that were detected in at least one of the strains are represented in Table S1 in the supplemental material.

**TABLE 1:** Differences in the presence of amino acid and vitamin pathways between the genomes of Ruminococcoides bili IPLA60002 and Ruminococcus gauvreauii IPLA60001

Pathway	*R. gauvreauii* IPLA60001^*a*^	*R. bili* IPLA60002
Vitamin		
Coenzyme A biosynthesis cluster	−	+
Coenzyme B12 biosynthesis	+	−
Molybdenum cofactor biosynthesis	+	−
Lipoic acid metabolism	+	−
Cobalamin synthesis	+	−
Amino acid		
Putrescine utilization pathways	+	−
Urease subunits	+	−
Urea decomposition	+	−
Methionine biosynthesis	+	−
Lysine biosynthesis DAP pathway, GJO scratch	+	−
Creatine and creatinine degradation	+	−
Glycine and serine utilization	−	+

a -, genes for this pathway not detected; +, the strain has all genes required to produce this vitamin or amino acid.

### Interactions of R. bili IPLA60002 and R. gauvreauii IPLA60001 in coculture.

Co-cultures containing both bile-derived isolates were performed in order to investigate their potential to cross-feed. After 6 and 8 h of bacterial growth in coculture in M2 medium with rice starch (RS) as carbon source, transcriptomic analysis was performed. As expected, R. gauvreauii IPLA60001 was not able to grow in monoculture on RS as the sole added carbon source. Evidence showing growth of this strain in coculture with R. bili IPLA60002 would therefore indicate that IPLA60002 was producing breakdown products or metabolites from RS that R. gauvreauii IPLA60001 was able to grow on. The results obtained using RNA-seq (see below) confirmed that IPLA60001 was indeed growing in coculture with IPLA60002. 

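In each of the 6 coculture libraries both strains had counts over most of their annotated genes, and R. gauvreauii IPLA60001 gave the smaller part. The row of each strain that pools hypothetical proteins was left out of these shares. R. gauvreauii genes took 16.0% ± 3.33 (SD, n = 3) of the remaining counts of both strains at 6 h and 10.6% ± 4.46 (SD, n = 3) at 8 h. The difference did not pass an exact two-sided permutation test (p = 0.3, where 3 libraries against 3 cannot go below 0.1). Taken by replicate number, a comparison chosen after the values were seen, the share was lower at 8 h in 3 of 3, with differences of -6.79, -3.82 and -5.56 points (exact sign flips, p = 0.25, the smallest that 3 allow). The labels do not say that libraries of the same number at 6 h and 8 h belong together, so this pairing has no stated basis. The lowest share was 7.26% (Wilson 95% interval 7.23 to 7.29) in replicate 3 at 8 h and the highest 19.5% (19.4 to 19.5) in replicate 2 at 6 h, the library with counts in nearly every gene, without which the difference went from -5.39 to -3.64 points. Over ribosomal protein genes alone, which encode the parts of the ribosome, the order was the opposite, with 6.00% ± 0.775 (SD, n = 3) at 6 h and 7.76% ± 1.83 (SD, n = 3) at 8 h (exact permutation test, p = 0.2). Without the 10 most abundant genes of each strain the share was 14.8% at 6 h and 10.2% at 8 h. The intervals cover counting error only, and a share of counts is not a share of cells. In the coculture libraries the row left out held 24.2% to 29.7% of R. gauvreauii counts and 35.7% to 42.9% of R. bili counts. With these rows the R. gauvreauii share would be lower in every library. Counts that the genes of one strain receive from a monoculture of the other were not analysed here. From the RNA-seq results the paper concludes that IPLA60001 grew in coculture with IPLA60002.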

To corroborate the ability of the R. gauvreauii strain to metabolize formate (see Fig. 1A), in this case produced by the R. bili strain in coculture, the SCFAs profiles of the cocultures and single cultures were tested for the same period of time. These results did not show the complete or partial formate consumption previously observed for R. gauvreauii IPLA60001in single culture, at neither the 6 h or 8 h time points (Fig. S2), probably because in these cases the time of sampling was earlier in the exponential phase and the consumption of formate likely occurs after 8 h of incubation, once cells enter stationary phase (see Fig. 1B), or because there could have been slight consumption of formate by R. gauvreauii that was masked by concomitant production by R. bili, thereby not resulting in appreciable differences in measured formate levels.

### Transcriptome analysis and changes in expression profiles.

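The RNA-seq experiment comprised 12 libraries in 4 groups of 3. These were cocultures of R. gauvreauii IPLA60001 and R. bili IPLA60002 on rice starch after 6 h and after 8 h, R. bili IPLA60002 alone on rice starch for 8 h, and R. gauvreauii IPLA60001 alone on glucose for 8 h. The paper calls the 3 replicates of a condition technical, so p-values measure the spread between these libraries. After depletion of rRNA and stranded library preparation, the authors aligned the reads to the contigs of each strain with Bowtie2 2.2.6 and SAMtools 1.4 and counted them with featureCounts 1.6.3. The deposited tables give whole-number counts for each annotation text, so that coding sequences with the same annotation share a row. This is so in 343 of 1755 rows of R. gauvreauii and in 138 of 1156 rows of R. bili. A further row in each table pools every hypothetical protein, 1485 and 1152 coding sequences, and was left out of totals and tests. The remaining counts of R. bili IPLA60002 were 1580651 to 2111354 per library in monoculture, 1430750 to 3396255 in coculture at 6 h and 1747975 to 2578961 at 8 h. For R. gauvreauii IPLA60001 they were 3179715 to 3281764 in monoculture, 331661 to 499647 in coculture at 6 h and 201984 to 324218 at 8 h. Genes were tested with edgeR's quasi-likelihood test on TMM-normalized counts, 2 groups at a time, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and a log2 fold change beyond 1, the thresholds of the paper, which used DESeq2. Expression is given as TMM-normalized CPM, the counts of a gene scaled to library size, unless another scaling is named.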

To further investigate the cross-feeding relationship between R. gauvreauii IPLA60001 and R. bili IPLA60002, RNA-seq was used to analyze the transcriptome profile of each strain when grown alone and in cocultures. We performed the following comparisons: changes in the transcriptome of the R. bili strain when grown in mono- or in coculture (with R. gauvreauii IPLA60001) for 8 h; changes in the transcriptome of the R. bili strain between the 6 and 8 h time points of coculture (with R. gauvreauii IPLA60001); and changes in the transcriptome of the R. gauvreauii strain between 6 and 8 h time points of coculture (with R. bili IPLA60002). 

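Against monoculture for 8 h, 6 genes of R. bili IPLA60002 were higher in coculture at 8 h. A putative sulfite reductase of the GSU1351 type (Contig 08, 61920 to 62780) rose from 24.1 ± 10.8 to 230.4 ± 165 CPM (SD, n = 3 each), a log2 fold change of 3.23 (SE 0.53, adjusted p = 0.0358 from edgeR's quasi-likelihood test). The neighbouring genes for 1-phosphofructokinase, an enzyme of fructose use, and the transcriptional repressor of the fructose operon rose by 1.85 (SE 0.25) and 1.70 (SE 0.24) on the log2 scale, both at an adjusted p of 0.0146 from the same test. Hemolysin III rose by 1.29, a 16S rRNA methyltransferase by 1.16 and a periplasmic component of an ABC-type amino acid transporter by 1.16. The test covered 1102 genes, and 0 genes were called lower by edgeR, with 210 genes in either direction at an unadjusted p under 0.05 and 27 higher and 4 lower by DESeq2. 1-phosphofructokinase and the repressor were called without any 1 coculture library, whereas the other genes were not called without replicate 1 in coculture, nor the methyltransferase with RLE factors (adjusted p = 0.0505 from edgeR's quasi-likelihood test). The count depended on single libraries. It was 0 without any 1 of the 3 monoculture libraries, 3 without replicate 1 in coculture and 24 higher and 1 lower without replicate 3 in coculture, and it was 14 higher when scaled by total counts, 8 higher and 1 lower with factors set without ribosomal protein genes and 0 at an adjusted p of 0.01 or with glmTreat.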

Transcriptomic analysis revealed that when R. bili IPLA60002 was in coculture with R. gauvreauii IPLA60001, certain R. bili IPLA60002 genes were upregulated. This included several genes related to sulfate and sulfur metabolism and transport, genes related to thiamine production, and genes related to siroheme synthesis (Fig. 3), as well as thioredoxin reductase and other genes encoding stress-induced proteins when R. bili IPLA60002 was in coculture. On the other hand, results showed a downregulation of genes related to malonate transport, oxaloacetate metabolism and peptidoglycan biosynthesis (Fig. 3), and the latter may be linked to autolysis of R. bili IPLA60002 at 8 h.

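Of 13 tested genes of sulfate and sulfur assimilation, 1 was higher in coculture, the sulfite reductase, and 11 were higher when adjusted over the list alone, with 10 called by DESeq2. This list was written after the genes the paper names, so the second count is not independent evidence. The median log2 fold change of the list was 2.26, with 12 of 13 genes above 0, and with an estimated correlation its p was 0.0811. CysA, the ATP-binding protein of sulfate import (Contig 08, 51177 to 52235), had a log2 fold change of 3.21 (SE 0.70). Sulfate adenylyltransferase, which activates sulfate, had 3.05 (SE 0.66) for subunit 2 and 2.26 (SE 0.50) for subunit 1. All 3 had an adjusted p of 0.0516 from edgeR's quasi-likelihood test, just beyond the threshold. Their spread was wide, with 585.9 ± 545 CPM (SD, n = 3) for subunit 2 in coculture. Of 6 genes of siroheme and tetrapyrrole synthesis, 0 were called by edgeR and 3 were higher when adjusted over the list alone (p = 0.0774 with an estimated correlation, 6 genes at an unadjusted p under 0.05 and 3 called by DESeq2). Among them uroporphyrinogen-III methyltransferase had 1.59 (SE 0.30) and precorrin-2 oxidase 1.13 (SE 0.25) on the log2 scale. Of 13 genes of thiamine metabolism, 0 were called by edgeR and 3 were higher when adjusted over the list alone (p = 0.137 with an estimated correlation, 3 genes at an unadjusted p under 0.05 and 3 called by DESeq2), with ThiS adenylyltransferase at 2.07 (SE 0.43). Thioredoxin reductase, which keeps thioredoxin reduced, had a log2 fold change of 2.90 (SE 0.60) and the heat-inducible repressor HrcA 1.34 (SE 0.30), both at an adjusted p of 0.0516 from the same test. The paper names siroheme and thiamine genes for these libraries too, so their counts over the list alone are not independent evidence either. Each gene named here was called by DESeq2, the tool the paper used. Scaled by total counts edgeR called each except precorrin-2 oxidase and HrcA, and in a fit of 3 groups each except CysA. Without replicate 3 in coculture edgeR called each of them too except HrcA, with subunit 2 at 3.46 on the log2 scale (1.95 without replicate 2 in coculture), and it called HrcA, at 1.62, without replicate 1.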

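The malonate transporter gene (Contig 10, start 27816) stood at 67.9 ± 11.9 CPM in coculture and 148.5 ± 14.4 in monoculture (SD, n = 3 each), a log2 fold change of -1.13 (SE 0.22). The beta chain of oxaloacetate decarboxylase, which removes carbon dioxide from oxaloacetate, had -1.08 (SE 0.24). Neither passed edgeR's quasi-likelihood test, both at an adjusted p of 0.0516. Of 4 genes of malonate transport and oxaloacetate decarboxylase, 0 were called by edgeR and 2 were lower when adjusted over the list alone, a list written after the paper's own text (p = 0.0264 and adjusted p = 0.535 with an estimated correlation, 3 genes at an unadjusted p under 0.05 and 2 called by DESeq2). Phospho-N-acetylmuramoyl-pentapeptide-transferase, an early enzyme of peptidoglycan synthesis, had a log2 fold change of -1.15 (SE 0.32, adjusted p = 0.0963 from the same test), and ribosomal protein S15p -1.04 (SE 0.28, adjusted p = 0.0827). Of 16 genes of peptidoglycan biosynthesis 0 were called by edgeR or when adjusted over the list alone, with 3 lower at an unadjusted p under 0.05, 1 called lower by DESeq2 and 7 above 0 (p = 0.418 with an estimated correlation). All 4 genes named here were called lower by DESeq2, the transporter and the decarboxylase also by edgeR in a fit of 3 groups, the transporter with factors set without ribosomal protein genes and the decarboxylase without replicate 3 in coculture, at -1.24. The paper relates the lower expression of peptidoglycan genes to a possible autolysis of R. bili IPLA60002.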

**FIG 3:**
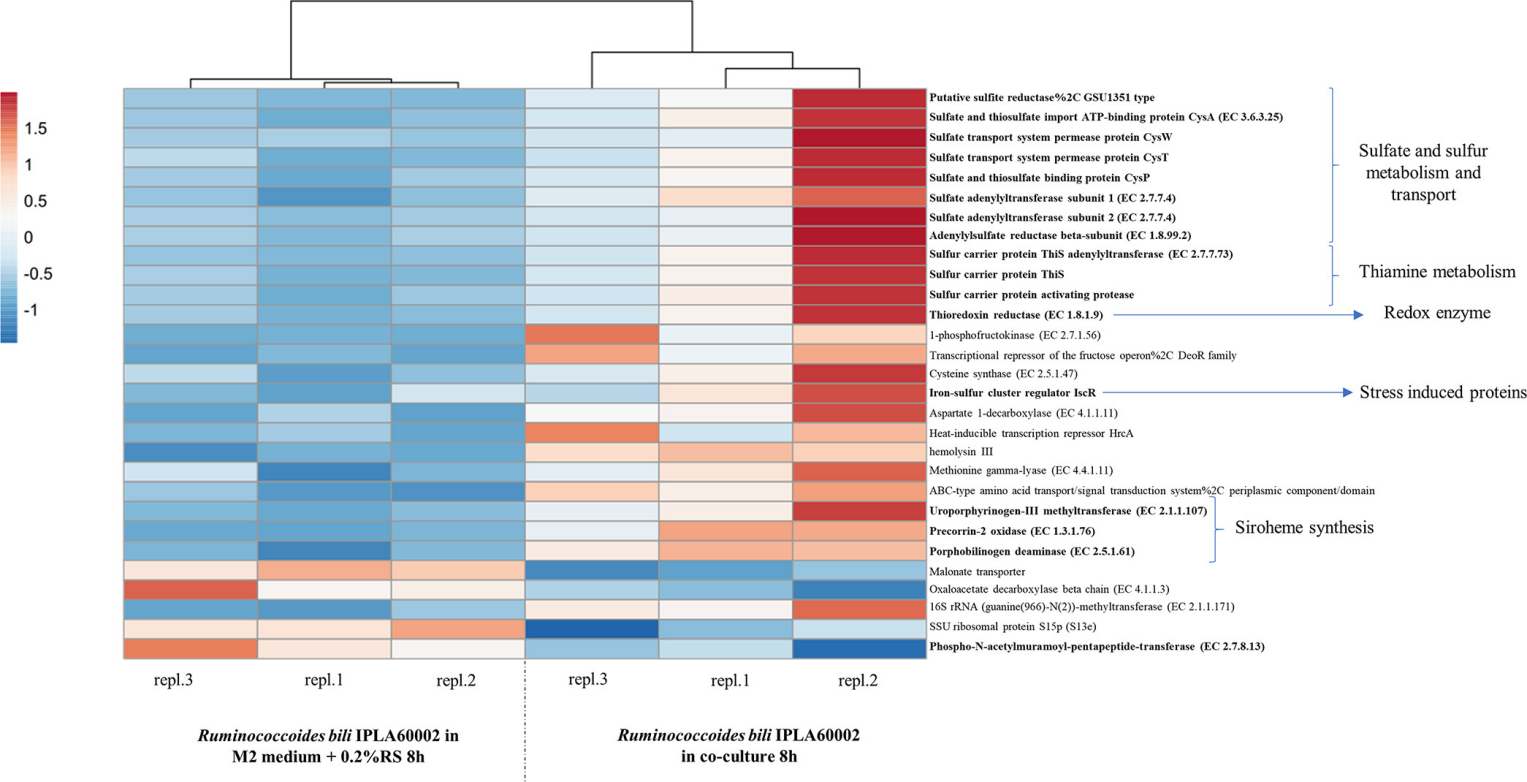
Heatmap of the transcription level of differentially expressed Ruminococcoides bili IPLA60002 genes when the strain was growing in pure culture or in coculture with Ruminococcus gauvreauii IPLA60001 for 8 h. The heatmap shows only the genes that were differentially expressed with a log_2_ (fold change) < -1 or > 1 and an adjusted *P*-value of 0.05. RS: rice starch.

The most important changes in the transcriptional profiles of the R. bili strain IPLA60002 were detected when comparing the data from the 6 and 8 h coculture time points. 

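Between 6 and 8 h of coculture 45 genes of R. bili IPLA60002 were higher at 8 h and 30 were lower, of 1108 tested by edgeR's quasi-likelihood test. A periplasmic component of an ABC-type amino acid transporter (Contig 13, start 60047) rose from 299.9 ± 43.2 to 1916 ± 254 CPM (SD, n = 3 each), a log2 fold change of 2.67 (SE 0.18, adjusted p = 0.000255 from this test). In 454 genes, or 41.0%, all libraries of one time lay beyond all of the other, where chance gives 10%. Against 8 h of monoculture the same share was 24.8% for coculture at 8 h. The counts were 47 and 38 with DESeq2. When scaled by total counts they were 33 higher and 51 lower, a scaling that moved the median of all genes by -0.117 on the log2 scale, with upper-quartile factors 36 and 37 and with factors set without ribosomal protein genes 37 and 40. They fell to 20 and 5 without replicate 3 at 6 h, to 26 and 16 without replicate 1 at 6 h and to 27 and 16 without replicate 1 at 8 h, and 19 were lower without replicate 2 at 8 h.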

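Ribosomal protein genes, starch enzymes and transporters of R. bili IPLA60002 were among the 30 genes with higher expression at 6 h than at 8 h of coculture. Of 55 ribosomal protein genes tested, 8 were lower at 8 h and 0 were higher (8 lower also when adjusted over the list alone), with a median log2 fold change of -0.62 and 11 genes above 0. With an estimated correlation the p of this list was 0.154. L11p (Contig 01, start 208530) went from 1841 ± 343 CPM at 6 h to 753.8 ± 65.8 at 8 h (SD, n = 3 each), and its log2 fold change was -1.29 (SE 0.18, adjusted p = 0.00850 from edgeR's quasi-likelihood test). L1p, next to it, had -1.30 (SE 0.26) and S3p -1.54 (SE 0.39). Of 17 genes of starch and alpha-glucan degradation, 2 were lower at 8 h and 0 higher (2 when adjusted over the list alone, p = 0.666 with an estimated correlation), while the median of the list was 0.15. These were amylomaltase, which rearranges alpha-glucan chains, at -1.16 (SE 0.20) and alpha-glucosidase, which releases glucose, at -1.19 (SE 0.31). RibU, the substrate-binding part of riboflavin uptake (Contig 07, start 342166), had -1.21 (SE 0.19, adjusted p = 0.00900 from the same test). The substrate-binding protein and the permease of a cluster 15 ABC transporter had -1.41 (SE 0.19) and -1.68 (SE 0.44). Leaving out single libraries ended some of these calls. Alpha-glucosidase was not called without any 1 of the 6 (adjusted p up to 0.104 from edgeR's quasi-likelihood test), the permease without any except replicate 2 at 6 h (up to 0.115) and without a filter on low counts (0.0553), S3p without replicate 1 or 3 at either time (up to 0.110), L1p without replicate 1 or 3 at 6 h (up to 0.0686) and RibU without replicate 3 at 6 h (0.0502).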

At 6 h, genes related to starch degradation, several ABC transporters, ribosomal proteins and riboflavin uptake were upregulated, among others (Fig. 4). 

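Genes of sulfate reduction were among those with the largest increases in R. bili IPLA60002 from 6 h to 8 h of coculture. Of 13 tested genes of sulfate and sulfur assimilation, 8 were higher than at 6 h and 0 lower (8 also when adjusted over the list alone), with a median log2 fold change of 2.77 and all 13 above 0. The list follows the paper's own gene names, and with an estimated correlation its p was 0.0927. Sulfate adenylyltransferase subunit 1 (Contig 08, start 68633) rose from 216.7 ± 14.7 to 2592 ± 1163 CPM (SD, n = 3 each), a log2 fold change of 3.58 (SE 0.34, adjusted p = 0.00179 from edgeR's quasi-likelihood test). The alpha subunit of adenylylsulfate reductase, which acts on the activated sulfate, rose by 3.74 (SE 0.45) and thioredoxin reductase, encoded beside it, by 3.56 (SE 0.54). Of 13 genes of thiamine metabolism 3 were higher (3 when adjusted over the list alone, p = 0.142 with an estimated correlation), among them ThiS adenylyltransferase at 2.24 (SE 0.43). Of 6 genes of siroheme and tetrapyrrole synthesis 3 were higher and 5 when adjusted over the list alone (p = 0.12 with an estimated correlation), with precorrin-2 oxidase at 1.54 (SE 0.26). In the list of redox and oxidative stress 4 of 10 genes were higher (4 when adjusted over the list alone, p = 0.349 with an estimated correlation). The paper names thiamine production and redox enzymes for these libraries as well, so their list counts are not independent evidence. A 4-hydroxybenzoyl-CoA thioesterase family row of 2 coding sequences rose by 1.23 (SE 0.16). ThiS adenylyltransferase was not called without replicate 1 or 3 at 6 h (adjusted p up to 0.0582 from edgeR's quasi-likelihood test), nor precorrin-2 oxidase without replicate 3 at 6 h or replicate 1 at 8 h (up to 0.0529).

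**Figure D1:**
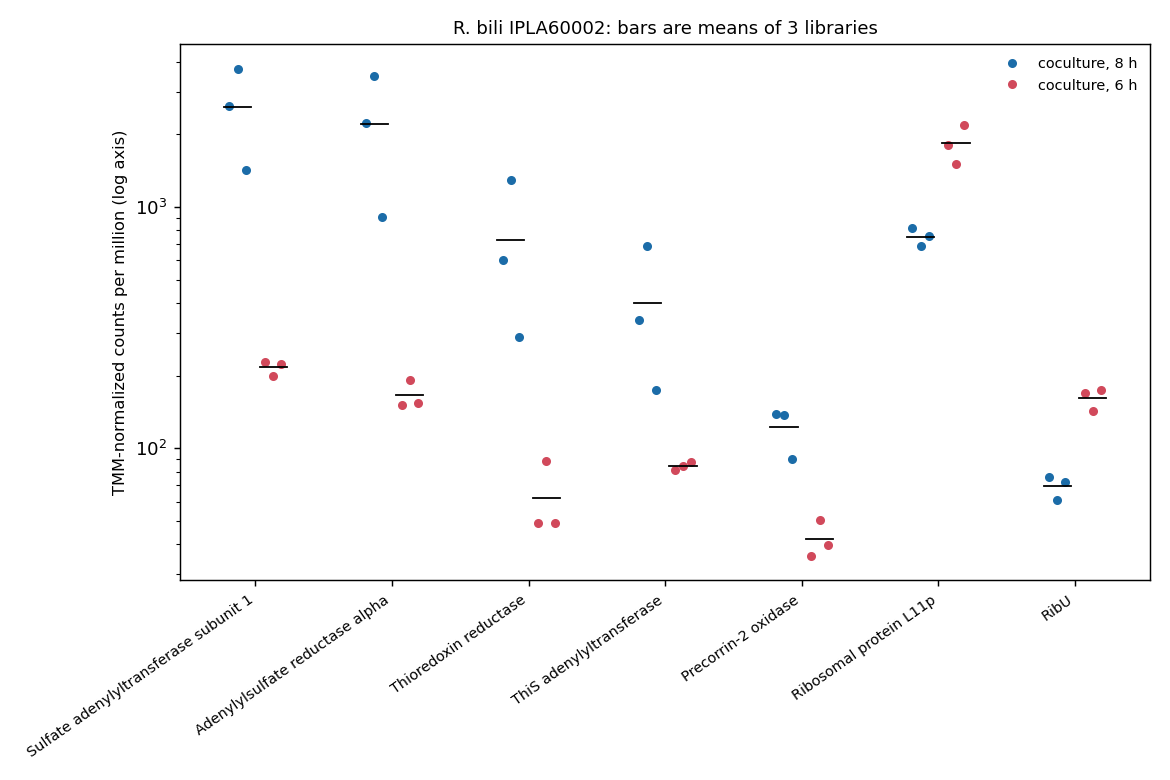
TMM-normalized CPM, on a log axis, of 7 genes of R. bili IPLA60002 in the 3 coculture libraries at 8 h and the 3 at 6 h, with points for libraries and bars for means. Sulfate adenylyltransferase subunit 1 lies between 1418 and 3744 at 8 h and between 199.8 and 226.6 at 6 h, and L11p and RibU lie lower at 8 h.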

At 8 h, there was upregulation of genes related to stress response, highlighting activities related to sulfate reduction, thiamine production, and some redox enzymes, such as a thioredoxin reductase and one 4-hydroxybenzoyl-CoA thioesterase. 

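A flavoprotein gene (Contig 11, start 48149) rose from 306.7 ± 43.2 CPM at 6 h to 635.6 ± 96.5 at 8 h (SD, n = 3 each), a log2 fold change of 1.05 (SE 0.18, adjusted p = 0.0109 from edgeR's quasi-likelihood test). DNA polymerase IV, an error-prone polymerase that copies damaged DNA, rose by 1.01 (SE 0.17) at the same adjusted p. In both genes every library at 8 h lay above every library at 6 h. Of 47 genes of DNA replication and repair tested, 1 was higher at 8 h and 1 lower (1 and 1 when adjusted over the list alone, p = 0.799 with an estimated correlation). Both log2 fold changes are close to the limit of 1. Leaving out single libraries took them to between 0.96 and 1.20 for the flavoprotein and between 0.93 and 1.13 for DNA polymerase IV. Neither was called without replicate 2 at 6 h, the flavoprotein also not without replicate 3 at 8 h and DNA polymerase IV not without replicate 2 at 8 h. Both calls also ended with upper-quartile factors (0.998 and 0.963 on the log2 scale), total counts (0.938 and 0.902) and factors set without ribosomal protein genes (0.986 and 0.948).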

Upregulation of an oxidoreductase enzyme was also detected, along with other stress response and DNA repair proteins, such as flavoproteins. In this comparison, genes for sporulation were also upregulated at 8 h. This is in agreement with previous work that confirmed the sporulation capability of R. bili IPLA60002 (7). Conversely, several genes related to replication and translation were downregulated in coculture at 8 h, highlighting amino acid transporters, ribosomal proteins, and DNA repair enzymes, which could be related to the possible autolysis of R. bili IPLA60002 from this time point.

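Of 27 sporulation genes tested in R. bili IPLA60002, 3 were higher at 8 h than at 6 h of coculture, 0 were lower and 24 did not pass the test (3 higher also when adjusted over the list alone). The gene for Spo0A, the response regulator that starts sporulation (Contig 19, start 10545), rose from 159.0 ± 16.5 to 395.4 ± 99.6 CPM (SD, n = 3 each), a log2 fold change of 1.32 (SE 0.20, adjusted p = 0.00900 from edgeR's quasi-likelihood test). Stage III sporulation protein AG rose by 1.66 (SE 0.33) and stage III sporulation protein D, a DNA-binding regulator of the mother cell, by 1.59 (SE 0.46). The median log2 fold change of the list was 0.13, with 17 genes above 0, and p was 0.385 with an estimated correlation. Stage III sporulation protein D had 33.4 ± 6.14 CPM at 8 h, and without any 1 library except replicate 2 at 6 h it was not called (adjusted p up to 0.169 from edgeR's quasi-likelihood test), nor with upper-quartile factors (0.0633), total counts (0.0654) or no filter on low counts (0.0675). Protein AG was not called without replicate 1 or 3 at 6 h or replicate 1 at 8 h (up to 0.0663), nor in a fit of 3 groups (0.114). At 8 h of coculture against 8 h of monoculture 0 of 27 were higher and 1 lower by edgeR at an unadjusted p under 0.05. DESeq2 called 0 there. With no monoculture at 6 h, whether the change from 6 h to 8 h needs the partner cannot be told.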

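Among the genes lower at 8 h, polyribonucleotide nucleotidyltransferase, which degrades RNA (Contig 19, start 3860), fell from 2877 ± 268 to 1112 ± 273 CPM (SD, n = 3 each), a log2 fold change of -1.37 (SE 0.21, adjusted p = 0.00890 from edgeR's quasi-likelihood test). The antitermination factor NusG had -1.16 (SE 0.21) and the recombination protein RecR -1.38 (SE 0.32). Of 8 amino acid transport genes tested, 2 were lower and 1 was higher at 8 h (2 and 1 when adjusted over the list alone, p = 0.477 with an estimated correlation), and of 22 genes of translation factors and RNA polymerase 1 was lower (1 when adjusted over the list alone, p = 0.220 with an estimated correlation). DNA ligase had -2.12 (SE 0.73), but an adjusted p of 0.0721 from the same test, while DESeq2 called it lower (adjusted p = 0.0196). Its level at 6 h, 28.5 ± 22.8 CPM (SD, n = 3), was uneven, as was that of a phage endopeptidase, 45.3 ± 57.0 CPM (SD, n = 3), which was called lower at 8 h with a log2 fold change of -4.16 (SE 1.09). Without replicate 2 at 6 h the log2 fold changes were -1.23 for DNA ligase and -2.39 for the endopeptidase. Replicate 2 at 6 h, the only coculture library with 0 empty rows among those of R. bili, had counts in nearly every gene. RecR was not called without replicate 1 or 3 at 6 h or replicate 1 at 8 h (adjusted p up to 0.104 from edgeR's quasi-likelihood test), NusG without replicate 3 at 6 h or replicate 2 at 8 h (up to 0.0542), nor the endopeptidase without replicate 3 at 6 h or any 1 library at 8 h (up to 0.0933). Of 10 genes of cell wall hydrolases and autolysins, 0 were higher and 0 lower by edgeR at an unadjusted p under 0.05, and DESeq2 called 0. Of 16 genes of peptidoglycan biosynthesis 9 were lower and 2 higher at that unadjusted p by edgeR, and DESeq2 called 1 lower. The paper relates the lower genes of this comparison to a possible autolysis of R. bili IPLA60002.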

**FIG 4:**
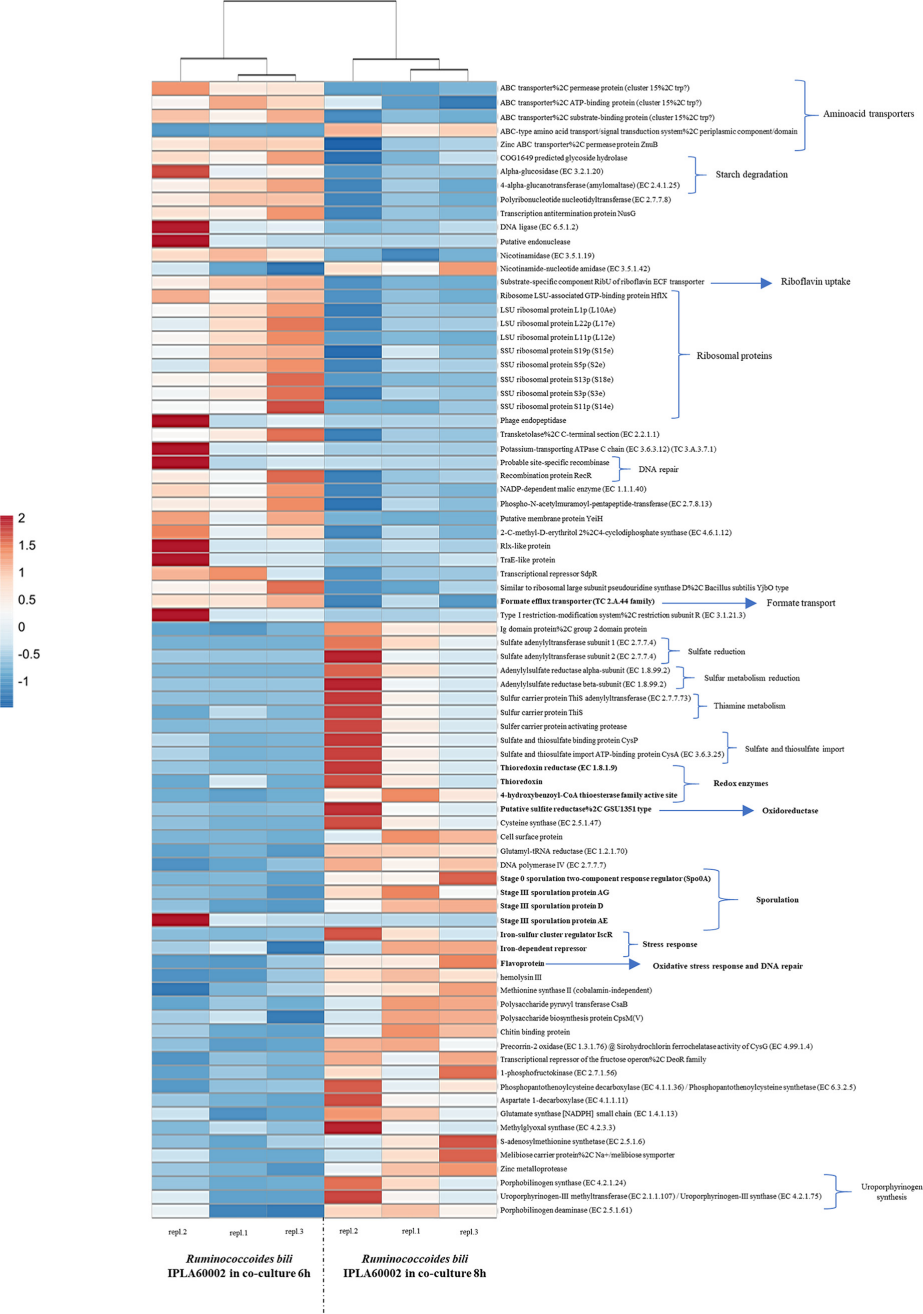
Heatmap of the transcription level of differentially expressed Ruminococcoides bili IPLA60002 genes between 6 and 8 h of growth in coculture with R. gauvreauii IPLA60001. The heatmap shows only the genes that were differentially expressed with a log_2_ (fold change) < -1 or >1 and an adjusted *P*-value of 0.05.

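The 8 h and 6 h cocultures gave 1343 testable genes of R. gauvreauii IPLA60001, and edgeR's quasi-likelihood test called 0 genes higher and 0 lower at 8 h. At an unadjusted p under 0.05 there were 159 genes, and DESeq2 called 29 higher and 3 lower. The lowest adjusted p among the named genes from edgeR's quasi-likelihood test was 0.0655, for the epsilon chain of ATP synthase (Contig 11, start 103521), with 117.5 ± 8.24 CPM at 6 h and 452.6 ± 27.6 at 8 h (SD, n = 3 each) and a log2 fold change of 1.94 (SE 0.31). In 200 genes, or 14.9%, all libraries of one time lay beyond all of the other, where chance gives 10%. With 98 genes simulated at each log2 fold change on these library sizes, the same test recovered 37.8% at 1.5 and 89.8% at 2. All simulated genes had the same spread (a dispersion of 0.171). Genes with a wider spread were not covered and may be recovered less often. Without replicate 3 at 6 h 1 gene was called lower, the ribose-binding protein RbsB of a ribose ABC transport system, at -2.70 on the log2 scale.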

The third comparison performed was to analyze changes in the transcriptome of R. gauvreauii IPLA60001 between 6 and 8 h of growth when in coculture with R. bili IPLA60002. In this case, at 8 h, ribosomal proteins were mainly upregulated, along with other genes related to replication, transcription and transduction (Fig. S3 in the supplemental material), suggesting a change in the growth rate of R. gauvreauii IPLA60001, which may have been increasing. 

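Ribosomal protein genes of R. gauvreauii IPLA60001 had higher values at 8 h than at 6 h. Of 53 tested, 51 had a log2 fold change above 0 and the median was 1.18. By edgeR's quasi-likelihood test 0 were called over all genes and 29 were higher when adjusted over the list alone, a list that the paper's own text names, while 38 were higher at an unadjusted p under 0.05 and DESeq2 called 18. With an estimated correlation the p was 0.0776 and the adjusted p 0.948. S10p (Contig 23, start 41313) had 144.1 ± 32.2 CPM at 6 h and 511.6 ± 65.2 at 8 h (SD, n = 3 each), a log2 fold change of 1.82 (SE 0.33). L4p and L3p, encoded next to it, had 1.75 (SE 0.37) and 1.67 (SE 0.38). Elongation factor Ts, which recycles the factor that brings tRNA to the ribosome, had 1.62 (SE 0.41), translation initiation factor 3 had 1.46 (SE 0.45) and the alpha subunit of RNA polymerase 1.01 (SE 0.39). The GroEL chaperone, named as a heat shock protein of 60 kDa in the tables, had 1.22 (SE 0.33). None of the genes in this paragraph passed the test over all genes, and DESeq2 called each of them except the alpha subunit. From the higher expression of ribosomal protein genes the paper proposes a change in the growth rate of R. gauvreauii IPLA60001, possibly an increase.

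**Figure D2:**
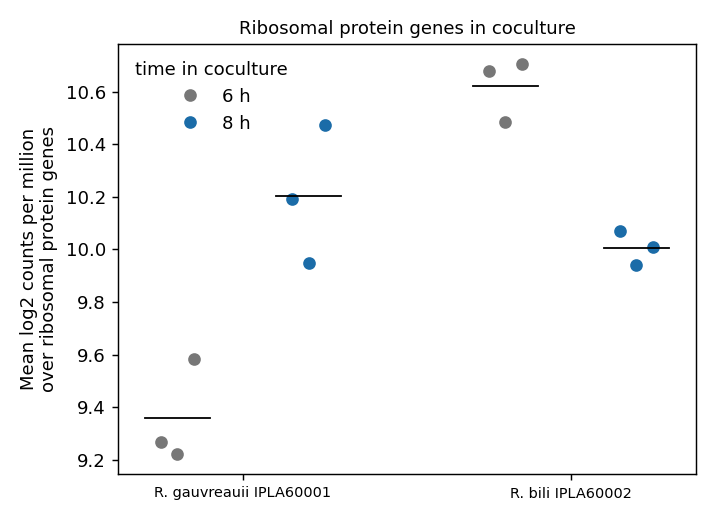
Mean log2 CPM, scaled by total counts without TMM factors, over the ribosomal protein genes of each strain, by time in coculture. Points are the 3 libraries of each time and bars are means. In R. gauvreauii IPLA60001 the libraries at 8 h lie between 9.95 and 10.5 and those at 6 h between 9.22 and 9.58, and in R. bili IPLA60002 the libraries at 8 h lie below those at 6 h.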

We also observed upregulation of one gene related to ethanolamine utilization [acetaldehyde dehydrogenase (EC 1.2.1.10)].

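The acetaldehyde dehydrogenase of the ethanolamine utilization cluster, which turns acetaldehyde from ethanolamine into acetyl-CoA, had 478.5 ± 87.0 CPM at 6 h and 1011 ± 251 at 8 h (SD, n = 3 each). Its row sums 2 coding sequences. The log2 fold change was 1.08 (SE 0.33), and the adjusted p was 0.252 from edgeR's quasi-likelihood test and 0.0631 from DESeq2, although every library at 8 h lay above every library at 6 h. Of 13 ethanolamine utilization genes tested between the 2 times, 0 were called by edgeR and 2 were higher when adjusted over the list alone, with 2 at an unadjusted p under 0.05 and 1 called by DESeq2. The median of the list was 0.51, with 11 genes above 0 (p = 0.305 with an estimated correlation).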

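In coculture on rice starch for 8 h, 79 genes of R. gauvreauii IPLA60001 were higher and 67 lower than in monoculture on glucose, of 1581 tested by edgeR's quasi-likelihood test. D-ribose pyranase, an enzyme of ribose uptake (Contig 07, start 172626), rose from 5.43 ± 2.36 to 123.3 ± 12.2 CPM (SD, n = 3 each), a log2 fold change of 4.52 (SE 0.50, adjusted p = 0.000554 from this test). Of 17 PTS and sugar transport genes 5 were higher and 0 lower (6 higher when adjusted over the list alone, p = 0.0199 and adjusted p = 0.578 with an estimated correlation). Of 22 cobalamin synthesis genes 4 were lower and 0 higher (8 lower when adjusted over the list alone and 8 by DESeq2, p = 0.119 with an estimated correlation). That list leaves out 2 genes of cobalamin activation that were called higher. These were Cob(III)alamin reductase, at 7.59 on the log2 scale, and the ATP:Cob(I)alamin adenosyltransferase of ethanolamine use, at 7.37. Serine--pyruvate aminotransferase was lower by a log2 fold change of -3.80 (SE 0.74), a call that ended without any 1 of the coculture libraries (adjusted p up to 0.126 from the same test). The higher genes include the tetracycline resistance gene Tet(W), whose counts were equal in both strains in 6 of 6 coculture libraries. Its change cannot be assigned to R. gauvreauii. Partner and carbon source differ together in this comparison. The counts were 136 and 122 with DESeq2, 38 and 12 when scaled by total counts, which raises the part of higher calls from 54.1% to 76%, and 74 and 60 after the monoculture counts were thinned to the depth of the cocultures, a check chosen after seeing the data. They were 23 and 16 without monoculture replicate 1, 35 and 12 without replicate 1 in coculture, 57 and 34 without replicate 2 and 34 and 11 without replicate 3.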

The changes in the transcriptome of R. gauvreauii when the strain was grown in pure culture or in coculture with *R. bili* IPLA60002 for 8 h were also analyzed. In this case the mono- culture of R. gauvreauii IPLA60001 was performed in glucose (0.2%) since it does not grow on RS. Nonetheless, even considering this limitation, the comparison of the transcriptome showed that several genes for ethanolamine and inositol metabolism were upregulated when R. gauvreauii IPLA60001 was in coculture, such as ethanolamine utilization proteins EutA, EutJ and EutQ; one myo-inositol 2-dehydrogenase (EC 1.1.1.18) and one formate dehydrogenase (Table 2). 

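Genes of ethanolamine use were among those that rose furthest in coculture. Of 16 tested, 12 were higher and 0 lower (12 also when adjusted over the list alone), with a median log2 fold change of 3.44. The paper names these genes for the same libraries, so the list is not independent evidence, and with an estimated correlation its p was 0.0506. ATP:Cob(I)alamin adenosyltransferase of this cluster, which makes the cofactor of ethanolamine ammonia-lyase, rose from 1.78 ± 0.784 to 315.5 ± 276 CPM (SD, n = 3 each), a log2 fold change of 7.37 (SE 0.76, adjusted p = 0.000345 from edgeR's quasi-likelihood test). EutJ rose by 6.88 (SE 0.62), EutA by 3.71 (SE 0.70) and EutQ by 3.11 (SE 0.49), and the heavy and light chains of ethanolamine ammonia-lyase, the first enzyme of the pathway, by 3.94 (SE 0.45) and 2.83 (SE 0.56). EutA, EutQ and both chains are rows of 2 coding sequences each. EutA was not called without monoculture replicate 1 (adjusted p = 0.0633 from the same test), nor the light chain without it or without replicate 2 in coculture (up to 0.0748). Scaled by total counts EutA, EutQ and the light chain were not called (adjusted p of 0.0859, 0.0526 and 0.0761 from the same test). Cob(III)alamin reductase, not in the list, lies among them (Contig 07, 438285 to 439634) and rose by 7.59 (SE 0.41), from 5.01 ± 0.557 to 977.4 ± 221 CPM (SD, n = 3 each). Myo-inositol 2-dehydrogenase, a row of 10 coding sequences, had 1060 ± 147 CPM in coculture and 634.4 ± 19.2 in monoculture, a log2 fold change of 0.74 (SE 0.29, adjusted p = 0.143 from edgeR's quasi-likelihood test). Of 4 genes of inositol metabolism 0 were called by edgeR, when adjusted over the list alone or by DESeq2, with all 4 above 0 and 1 at an unadjusted p under 0.05 (p = 0.234 with an estimated correlation). Sorbitol dehydrogenase rose by 2.03 (SE 0.50) but was not called without monoculture replicate 1 or any 1 coculture library (adjusted p up to 0.162 from the same test), nor when scaled by total counts (0.113).

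**Figure D3:**
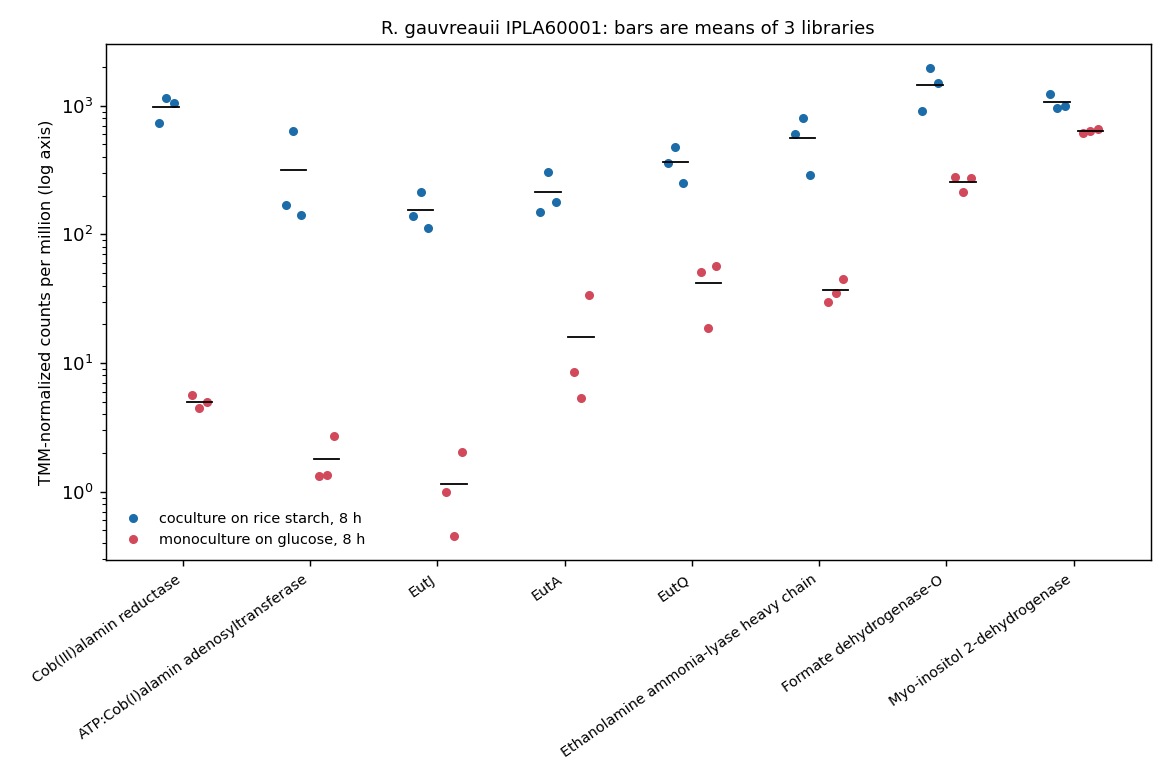
TMM-normalized CPM, on a log axis, of 8 genes of R. gauvreauii IPLA60001 in the 3 coculture libraries on rice starch and the 3 monoculture libraries on glucose at 8 h, with points for libraries and bars for means. Cob(III)alamin reductase lies between 728.3 and 1149 in coculture and between 4.49 and 5.60 in monoculture, and myo-inositol 2-dehydrogenase differs least.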

The findings on formate metabolism corroborate the hypothesis that IPLA60001 is able to metabolize formate produced by R. bili IPLA60002.

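The major subunit of formate dehydrogenase-O, which interconverts formate and carbon dioxide (Contig 11, start 42747), rose from 255.5 ± 37.6 CPM in monoculture to 1457 ± 532 in coculture (SD, n = 3 each), a log2 fold change of 2.51 (SE 0.38, adjusted p = 0.00398 from edgeR's quasi-likelihood test). Of 23 genes of formate and the Wood-Ljungdahl pathway, which builds acetyl-CoA from carbon dioxide, 5 were higher and 2 lower (8 and 3 when adjusted over the list alone, and 8 and 3 by DESeq2). Formate--tetrahydrofolate ligase, which brings formate into that pathway, was among the lower genes, with a log2 fold change of -3.66 (SE 0.43). Pyruvate formate-lyase, which makes formate from pyruvate, had 56.0 ± 28.0 CPM in coculture and 4433 ± 733 in monoculture (SD, n = 3 each), a log2 fold change of -6.25 (SE 0.53, adjusted p = 0.000120 from the same test). Its activating enzyme had -6.27 (SE 0.47). Each of these 2 rows sums 4 coding sequences. With an estimated correlation the p of the pathway list was 0.199. The growth substrates, glucose and rice starch, differed as well. The paper takes its findings on formate metabolism as support for the hypothesis that IPLA60001 can use formate made by R. bili IPLA60002.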

**TABLE 2:** Transcriptional changes in Ruminococcus gauvreauii IPLA60001 after growth for 8 h alone or in coculture with *Ruminococcoides bili* IPLA60002^*a*^

Gene	log_2_ fold change	*p*-value	*p* adjusted
Acetaldehyde dehydrogenase (EC 1.2.1.10) ethanolamine utilization cluster	5.369	2.63E-31	8.86E-29
ATP:Cob(I)alamin adenosyltransferase (EC 2.5.1.17) ethanolamine utilization cluster	7.444	1.44E-24	2.42E-22
Ethanolamine ammonia-lyase heavy chain (EC 4.3.1.7)	3.948	5.54E-18	6.22E-16
Ethanolamine ammonia-lyase light chain (EC 4.3.1.7)	2.8383	3.77E-07	1.20E-05
Ethanolamine utilization polyhedral-body-like protein EutL	2.986	1.62E-07	5.68E-06
Ethanolamine utilization protein EutA	3.761	1.97E-08	8.52E-07
Ethanolamine utilization protein EutJ	6.966	4.03E-28	8.48E-26
Ethanolamine utilization protein EutQ	3.123	3.73E-10	2.17E-08
Ethanolamine utilization protein similar to PduT	7.686	2.81E-17	2.95E-15
Ethanolamine utilization protein similar to PduV	3.218	8.42E-06	0.00019
EutN-like protein clustered with choline trimethylamine-lyase	6.89	1.49E-18	1.80E-16
Formate dehydrogenase-O%2C major subunit (EC 1.2.1.2)	2.514	1.14E-10	7.36E-09
Myo-inositol 2-dehydrogenase (EC 1.1.1.18)	0.737	0.00935	0.05546
Sorbitol dehydrogenase	2.053	7.12E-05	0.00122

a The upregulated genes related to carbohydrate metabolism are represented.

## DISCUSSION

In this paper, behavior and interactions between two biliary-derived strains were characterized through phenotypic, genomic, and transcriptomic analyses. The strains were initially recovered by culturing together on the same agar plate from the same human bile sample, and subsequently proved difficult to isolate independently compared to the improved growth observed when cultured together. These observations indicated that there may be an inter-dependent relationship between these strains, and putative mutualistic interactions including cross-feeding were therefore evaluated.

Resistance to several bile salts was shown for both of the strains that were isolated from bile, which is in contrast with the most phylogenetically related species of fecal origin. In general, the two bile isolates showed more resistance to the primary conjugated bile salts, such as GC and TC, which are more common in the gallbladder, as well as to bovine bile and mixed bile salts mainly composed of TC, TDC, and GC. The phenotypic results observed for this type of resistance were supported by the genomic analysis, in which some genes potentially related to bile salt resistance and stress response were found. Both biliary strains possessed many genes annotated as different efflux transporters, such as ABC-type multidrug transporters and small multidrug resistance transporters that protect bacteria from an array of hydrophobic and cationic antimicrobials (15), as well as multidrug and toxic compound extrusion efflux family proteins, which have been related to the extrusion of cholate and deoxycholate in Escherichia coli (16). This repertoire of efflux transporters detected in the two bile isolates could therefore play a role in exporting bile salts. Genomic analysis also revealed the presence of a cholylglycine hydrolase (17) in the genome of R. bili IPLA60002 (7), an enzyme associated with the hydrolysis of bile salts that may be involved in their detoxification by this strain. The presence of these genes, together with those for sporulation (7) may sustain their survival in a hostile environment like the biliary tract. We confirmed the sporulation capability of both R. gauvreauii strains microscopically following staining with Schaeffer and Fulton Spore Stain, as was also previously observed in R. bili IPLA60002 (7). This ability to sporulate was also previously reported for the most closely related species to R. bili, R. bromii (18).

Regarding growth and fermentation capabilities, metabolic interactions between the two biliary strains were indicated by their individual behavior and fermentation abilities in monocultures, as well as demonstrated by genomic analyses and differential transcriptional responses in cocultures. We previously observed that major fermentation products from R. bili IPLA60002, which was able to grow in resistant starch, were acetate and formate (7). This latter compound is a key metabolite in the energy metabolism of some cross-feeding anaerobes (19). Both formate and hydrogen can be used for interspecies electron transfer (20), and at least in the species R. bromii the production of acetate and formate is accompanied with ethanol and hydrogen production (18). Products released from the metabolism of resistant starches by R. bromii, such as different reducing sugars including glucose and malto-oligosaccharides, can be used by other gut bacteria (8). In this work the R. gauvreauii IPLA60001 strain was not able to grow in formate as the sole carbon source. However, it metabolized formate during late exponential phase (over 8 h of incubation time), an observation that was in line with the results obtained by SCFAs and RNA-seq analyses at 8 h in cocultures on starch by the R. bili strain, suggesting that R. gauvreauii preferentially uses the products released from RS by R. bili for growth and then switches to metabolize the formate produced by R. bili once in late exponential phase. The potential for anaerobic bacteria to grow by converting formate to other compounds such as hydrogen and bicarbonate has been overlooked for years (21), but there are some existing reports about metabolic interactions and degradation of formate, mainly by methanogens (22). The study by Dolfing et al. reported that, after the addition of formate as the sole energy and carbon source, biomass only increased when strains were grown in cocultures (22). R. gauvreauii IPLA60001 is not able to grow in complex substrates such as starch, so when the strain grows in coculture with R. bili IPLA60002 the carbon sources available are the end products of the metabolism and hydrolysis of the starch. It is possible that upon starch degradation R. bili IPLA60002 needs at least 24 h to produce enough formate to be metabolized by IPLA60001, and plausibly during this time R. gauvreauii IPLA60001 was metabolizing other secondary products derived from starch metabolism by IPLA60002, as the utilization of formate was only observed during late exponential phase in pure culture (Fig. 1B).

When comparing the R. bili IPLA60002 transcriptome between 6 and 8 h of co-cultivation, gene expression changed from starch degradation and riboflavin uptake to sporulation and stress response expression at 8 h, which is consistent with the autolytic phenotype observed for this strain after 12 h in pure culture (7). Co-cultures of both strains might accelerate autolysis, even if both strains do not compete for the same substrates, because the autolysis phenomenon in bacteria is influenced by a variety of different factors including pH, growth phase or teichoic acids among others (23). In line with this, differential gene expression was detected when comparing the R. bili IPLA60002 transcriptome at 8 h alone or in co-cultivation, indicating that, at this time of growth, genes related to stress and sulfur metabolism were activated in the presence of R. gauvreauii IPLA60001. Additionally, the autolysis behavior of the R. bili IPLA60002 strain might release membrane phospholipids such as phosphatidylethanolamine and phosphatidylinositol, which would be in concordance with the ethanolamine and inositol metabolism upregulation observed in the strain of R. gauvreauii IPLA60001 in co-cultivation with R. bili IPLA60002, which could be providing favorable conditions to increase growth of R. gauvreauii IPLA60001.

Genome analysis of both strains, revealed differences in genes for vitamin, cofactor and amino acid production pathways, supporting the proposed syntrophic metabolic interactions and benefits between R. gauvreauii IPLA60001and R. bili IPLA60002. Of particular note was the exclusive presence of coenzyme B12 and cobalamin producing enzymes, essential for bacterial growth, as well as putrescine utilization enzymes in the genome of R. gauvreauii IPLA60001. Putrescine is a biogenic amine normally present in the CBRF fluid, and its degradation is common in strictly anaerobic bacteria, leading to the production of mainly acetate, butyrate, molecular hydrogen and ammonia (24). In this case, the degradation of putrescine by the R. gauvreauii strain could provide a nitrogen/carbon source to R. bili, which in return could provide, for example, Coenzyme A to R. gauvreauii, supporting the syntrophic interaction.

Our results reveal potential synergistic mechanisms between two microorganisms isolated from bile, which are of particular ecological interest in this scarcely studied niche. This work therefore represents an important step forward in the understanding of the environmental distribution and relatedness of symbionts in the human gallbladder. These species could play roles in the maintenance of the balance between the bile microbiome and host, and so impact on host physiology and health status (2, 25, 26). Our findings suggest the need for further future efforts to explore microbial syntrophic interactions from other parts of the human body, and to characterize novel bile-related functions that could be unique for bacterial members inhabiting this particular ecosystem.

## MATERIALS AND METHODS

### Isolation procedure for bacteria from human bile.

Human bile samples from the gallbladder of liver donors without any hepatobiliary disorder were obtained under aseptically controlled conditions during liver transplant at the General Surgery Service of HUCA (Central University Hospital of Asturias) in Spain during a previously described study (2). Bile samples were immediately transported refrigerated to the laboratory and cultivated in different media, including GAM (Nissui, Tokyo, Japan) supplemented with 0.25% (wt/vol) l-cysteine (Sigma-Aldrich, Saint Louis, MO) (named GAMc). The strains reported here, named IPLA60001 and IPLA60002, were isolated from a 2% agar GAMc plate incubated at 37°C for 72 h in a Whitley MG500 anaerobic cabinet (Don Whitley Scientific, West Yorkshire, UK) under a 10% H_2_, 10% CO_2_, and 80% N_2_ gas atmosphere. The strains were routinely maintained by growing in GAMc agar plates under anaerobic conditions. Other media, such as the semi-defined RUM medium (27), PYG (DSMZ Medium 104) and the M2GSC medium supplemented with 30% vol/vol CBRF, were also utilized during characterization of isolates.

### Bacterial strain and growth conditions.

Phenotypic analyses of IPLA60001 and IPLA60002 strains were carried out in parallel with the type of strain R. gauvreauii DSM-19829, purchased from the DSMZ Collection. If not otherwise specified, all strains were routinely maintained by growing anaerobically at 37°C for 16–18 h in M2GSC broth medium supplemented with 30% CBRF in Hungate tubes. Media were prepared anaerobically under a stream of 100% CO_2_.

### Identification of the isolates by 16S rRNA gene sequencing.

Total genomic DNA was extracted from 18 h grown cultures on GAMc broth using the GenElute Bacterial Genomic DNA kit (Sigma-Aldrich). Purified DNA was used as a template for amplification of the 16S rRNA gene using the universal primer pair 27 (forward primer) and 1492 (reverse primer) of the E. coli numbering system (28). PCR amplification products were sequenced using an ABI 373 DNA sequencer (Applied Biosystems, Carlsbad, CA) at the facilities of Macrogen (Madrid, Spain). The 16S rRNA gene sequences were compared with those deposited in the GenBank database using BLAST (https://blast.ncbi.nlm.nih.gov/Blast.cgi).

### Whole genome sequencing.

Genomic DNA from both biliary strains was purified using the “DNeasy blood and tissue” kit (Qiagen, Germany) following the manufacturer’s protocol. Genome sequencing was carried out using 250–290 paired-end libraries on an Illumina MiSeq Sequencing System (Illumina) at GenProbio SRL (Parma, Italy). Genome assembly was performed with the MIRA assembler v4.0.2 (29). ORFs prediction was performed with Prodigal v2.6 (30). Automatic annotation of the ORFs was performed with BLAST against the NCBI database and HMMER software against the PFAM database (31). The quality of the final contigs was improved using the Burrows-Wheeler Aligner (32), SAMtools suite (33) and VarScan v2.2.3 (34) software packages.

### Genome comparisons.

We compared the genomes of the two biliary strains IPLA60001 and IPLA60002 with that of R. gauvreauii DSM-19829. To perform the comparison between genomes the software RAST (Rapid Annotation using Subsystem Technology) was used, choosing the classic RAST tool as the gene annotation scheme. After gene annotation, differences in vitamin and amino acid synthesis pathway related genes were analyzed manually using the outputs from RAST. We also used dbCAN (35), a web server and database for genes encoding carbohydrate-active enzyme activities, to compare the different CAZymes profiles in each studied genome. All data in dbCAN are generated based on the family classification from CAZy website (http://www.cazy.org/).

### Bile salt resistance.

The analysis of resistance to different bile salts was performed comparing the two human gallbladder bile isolates IPLA60001 and IPLA60002 with the R. gauvreauii type strain DSM-19829. Comparisons were also made with R. bromii strains from the Rowett Institute (L2-63 and 5AMG), the results of which have been described previously (7). The analysis was carried out in triplicate by determining the MICs on M2GSC 2% agar plates supplemented with 30% CBRF and different concentrations (ranging from 0% to 12% wt/vol) of CA, TDC GC, TC, GDC, Porcine Bile Extract, Bovine Bile (purchased from Sigma-Aldrich), and Mixed Bile Salts (Oxoid, Waltham, MA). The plates were incubated at 37°C in the anaerobic cabinet for 48 h.

### Carbohydrate utilization and enzymatic profiles.

To analyze the growth of IPLA60001 and IPLA60002 in comparison with R. gauvreauii DSM-19829, we proceeded as previously carried out with R. bromii 5AMG and R. bromii L2-63 strains (7). We performed a series of characterization tests in M2 medium supplemented with 30% CBRF and 0.2% wt/vol of different carbon sources and resistant starches, in Hungate tubes (14). Triplicate tubes were inoculated with an overnight culture of the corresponding strain, and the OD_650_ values were recorded every 2 h for a period of up to 48 h in a Novaspec II Spectrophotometer (Amersham Pharmacia Biotech Inc., NJ). The growth in different resistant starches was recorded by measuring the drop in the pH (pH <6.0 as positive growth) after 48 h of incubation.

These analyses were completed using the API20A test system, which contains substrates for carbohydrate utilization and enzymatic reactions, according to the manufacturer’s instructions (bioMérieux, Marcy l'Etoile, France). The inoculated test strips were incubated anaerobically in the anaerobic cabinet at 37°C for 24 h.

### Sporulation ability of R. gauvreauii strains.

The ability of R. gauvreauii IPLA60001 and DSM-19829 strains to sporulate was assessed by growing the cultures for 72 h in M2GSC medium supplemented with 30% CBRF, followed by heating at 80°C for 20 min to kill vegetative cells. Subsequently, the cells were treated as described previously (18) with the Schaeffer and Fulton Spore Stain kit (Sigma-Aldrich) used to visualize spores by microscopy.

### Determination of SCFAs.

SCFA concentrations and acid production by the IPLA60001 and IPLA60002 strains were measured by gas chromatography as described previously (36) after growing the strains in M2GSC medium supplemented with 30% CBRF. Following derivatization of the samples using N-tert-butyldimethylsilyl-N-methyltrifluoroacetamide (Sigma-Aldrich), the samples were analyzed, using helium as the carrier gas, in a Hewlett Packard gas chromatograph system fitted with a silica capillary column linked to a Shimadzu chromatopac integrator (Dyson Instruments Ltd, Tyne and Wear, UK). Additionally, we studied the ability to metabolize formate and butyrate by *R. gauvreauii* IPLA60001. The strain was grown for 48 h in M2 medium supplemented with 30% CBRF and 0.1% glucose with different concentrations of formate (10 and 20 mM) and butyrate (10 mM).

Finally, the SCFA profiles of cocultures of IPLA60001 and IPLA60002 strains were monitored. The supernatants of the cocultures of the two strains in M2 medium supplemented with 30% CBRF and 0.2% rice starch at 6 and 8 h of growth were taken in triplicate, and the SCFAs analyzed as described above.

### Co-culture conditions.

To study the interactions between R. bili IPLA60002 and R. gauvreauii IPLA60001 we carried out coculture combinations in M2 medium with 0.2% rice starch (Sigma-Aldrich) as sole carbon source. The coculture conditions were as follows: 10 mL of initial exponential phase cocultures of IPLA60002 and IPLA60001 (6 h, OD_650_ 0.4–0.5), and 10 mL cocultures in middle exponential phase (8 h, OD_650_ 0.6–0.7). As controls, the strains were grown concurrently in monoculture. Three technical replicates were performed for each condition, and cultures were inoculated from stock liquid cultures at 1% of total liquid volume. The tubes were centrifuged for 10 min at 10,000 rpm and the pellet was immediately resuspended in 1 mL of RNAlater (Qiagen) and frozen at −80°C.

### RNA extraction and RNA sequencing.

Total RNA was extracted from the pellets that were resuspended in 200 μL of lysozyme (20 mg/mL) and mutanolysin (40 U/mL) solution and incubated at 37°C for 1 h. Then, 800 μL of QIAzol (Qiagen) was added and placed in a tube containing 0.8 g of glass beads (106 μm diameter, Sigma). The cells were lyzed by shaking the mix on a BioSpec homogenizer (BioSpec Products, Inc.) for 2 min followed by 2 min on ice. This step was repeated three times. Samples were further treated with 1 volume of chloroform, mixed and then centrifuged at 12,000 rpm for 15 min at 4°C. The upper phase containing the RNA was recovered. Samples were further purified using the RNeasy minikit (Qiagen) following the manufacturer’s protocol. Quality and integrity of the RNA was checked using an Agilent 2200 Tape Station Nucleic Acid System (Agilent Technologies, Palo Alto, CA). The amount of RNA was quantified using a Qubit 4 fluorometer with Qubit RNA assay kits (Thermo Fisher Scientific, Inc., Waltham, MA). One to 2.5 μg of total RNA was depleted using Ribo-Zero rRNA removal kit (Illumina) to remove rRNA according to the supplier’s instructions. The yield of rRNA depletion was checked using an Agilent Tape Station and the rRNA-depleted RNA samples were treated with the TruSeq Stranded mRNA sample preparation kit (Illumina). Size evaluation and quantification of RNA samples was performed as described above. The whole transcriptome library was sequenced using a NextSeq 550 Sequencing System (Illumina) with a High Output kit v2.5 (75 cycles) flow cell.

### Transcriptome analysis.

High quality reads for each sample were aligned against the reference genomes of IPLA60002 (NCBI accession number SRR9209608) and IPLA60001 (SRR10273262). The corresponding associated annotation files in *.gff* format were used to obtain information for downstream analysis. Alignments were generated using bowtie2 v.2.2.6 (37), and SAMtools v.1.4 (31) was used to get the *.bam* files and sort them into new files suitable for the next step. Read counts were generated using FeatureCounts (38). Gene expression for each sample was computed as a measure of the total number of reads uniquely aligning to the reference, binned by genic coordinates. Differential gene expression analysis was performed using the Bioconductor package DESeq2 (39). Raw read counts thus obtained were normalized to account for differences in sequencing depth and composition using the median of ratios method implemented within DESeq2. Differential expression of pairwise comparisons (of the different groups) was assessed using the negative binomial test with Benjamini–Hochberg false discovery rate (FDR) adjustment (40) applied for multiple testing corrections. For this study, an FDR of 0.05 was applied, and all candidate genes with a log_2_ fold change value more or less than 1 and with a *p*‐adjusted value of ≤ 0.05 were considered to be significantly up‐ or downregulated. Heatmaps were produced with the ClustVis web tool (41) using the transcript counts as input values.

### Data availability.

The whole-genome shotgun projects were deposited in the Sequence Read Archive (SRA) database of the NCBI under the accessions number SRR10273262 and SRR9209608. RNA-seq data were deposited in NCBI's Gene Expression Omnibus (42) and are accessible through GEO Series accession number GSE140753.

# Supplementary material for: Survival Strategies and Metabolic Interactions between Ruminococcus gauvreauii and Ruminococcoides bili, Isolated from Human Bile
**Source:** Microbiol Spectr. 2022 Jul 11;10(4):e02776-21. doi: 10.1128/spectrum.02776-21
**Supplement:** Supplemental file 1 — Supplemental material. Download spectrum.02776-21-s0001.pdf, PDF file, 0.5 MB

SUPPLEMENTARY MATERIAL

Supplementary figures

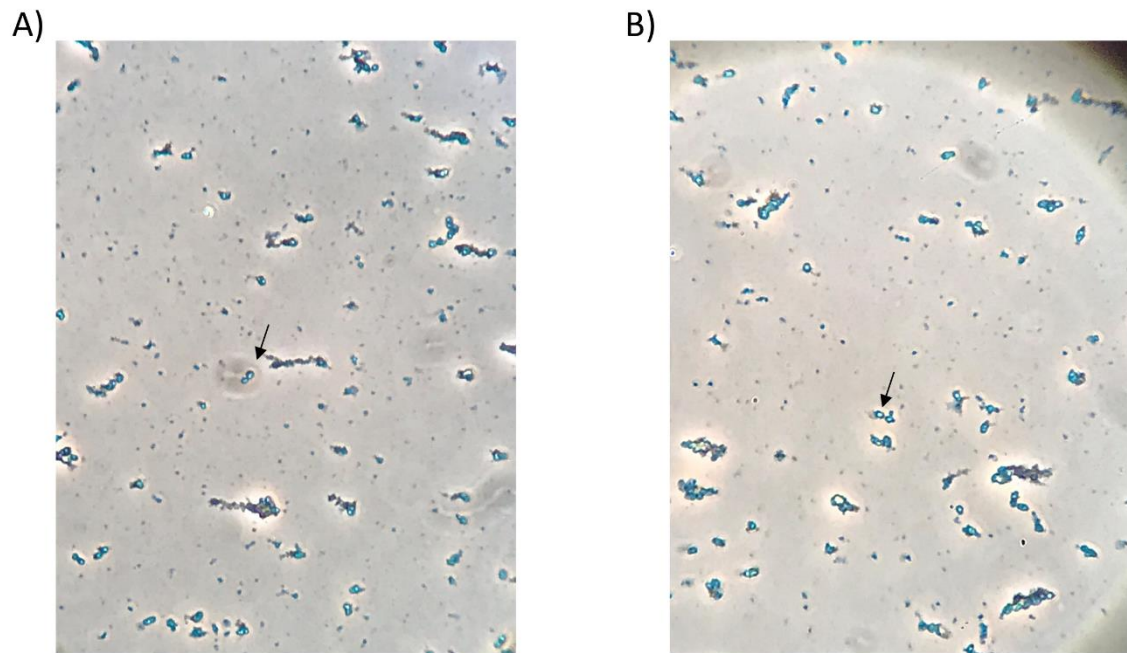

Suppl. Fig1. Microscopy images of spores of *R. gauthreui* IPLA60001 (A) and DSM-19829 (B) by Schaeffer and Fulton Spore staining.

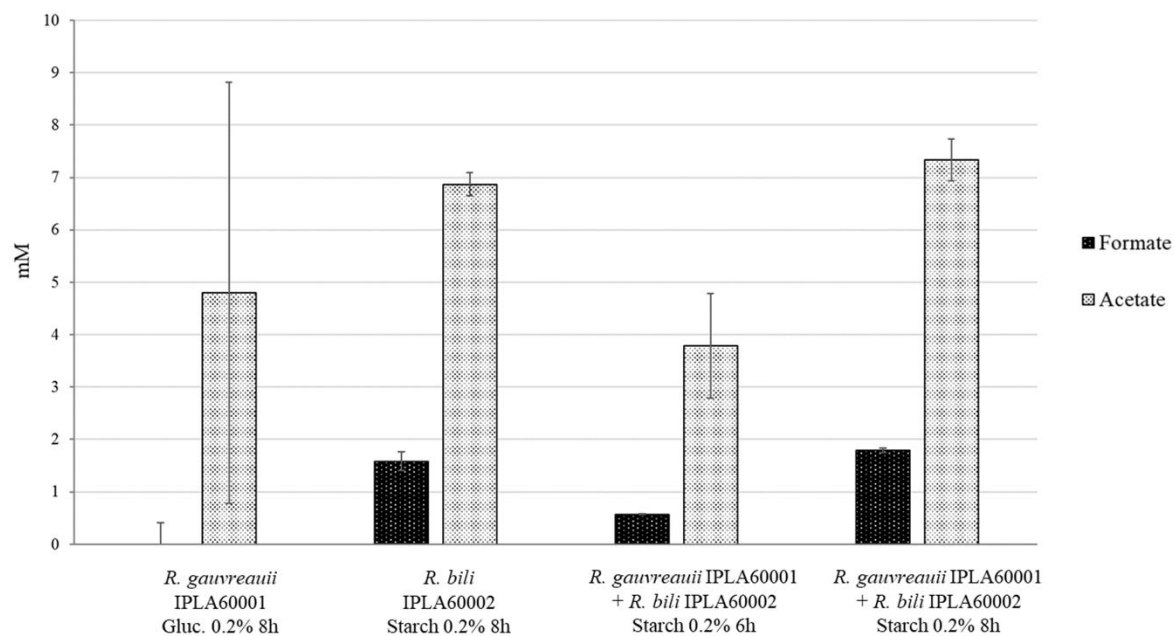

Suppl. Fig. 2. Formate and acetate production of *Ruminococcus gauvreauii* IPLA60001 and *Ruminococcoides bili* IPLA60002 in single cultures during 8 h of growth (IPLA60001 in 0.2% D-glucose and IPLA60002 in 0.2% rice starch, as carbon source) and co-cultures of both strains in rice starch after 6 and 8 h of growth. The results are normalized to blank media controls, and means and standard deviations are represented.

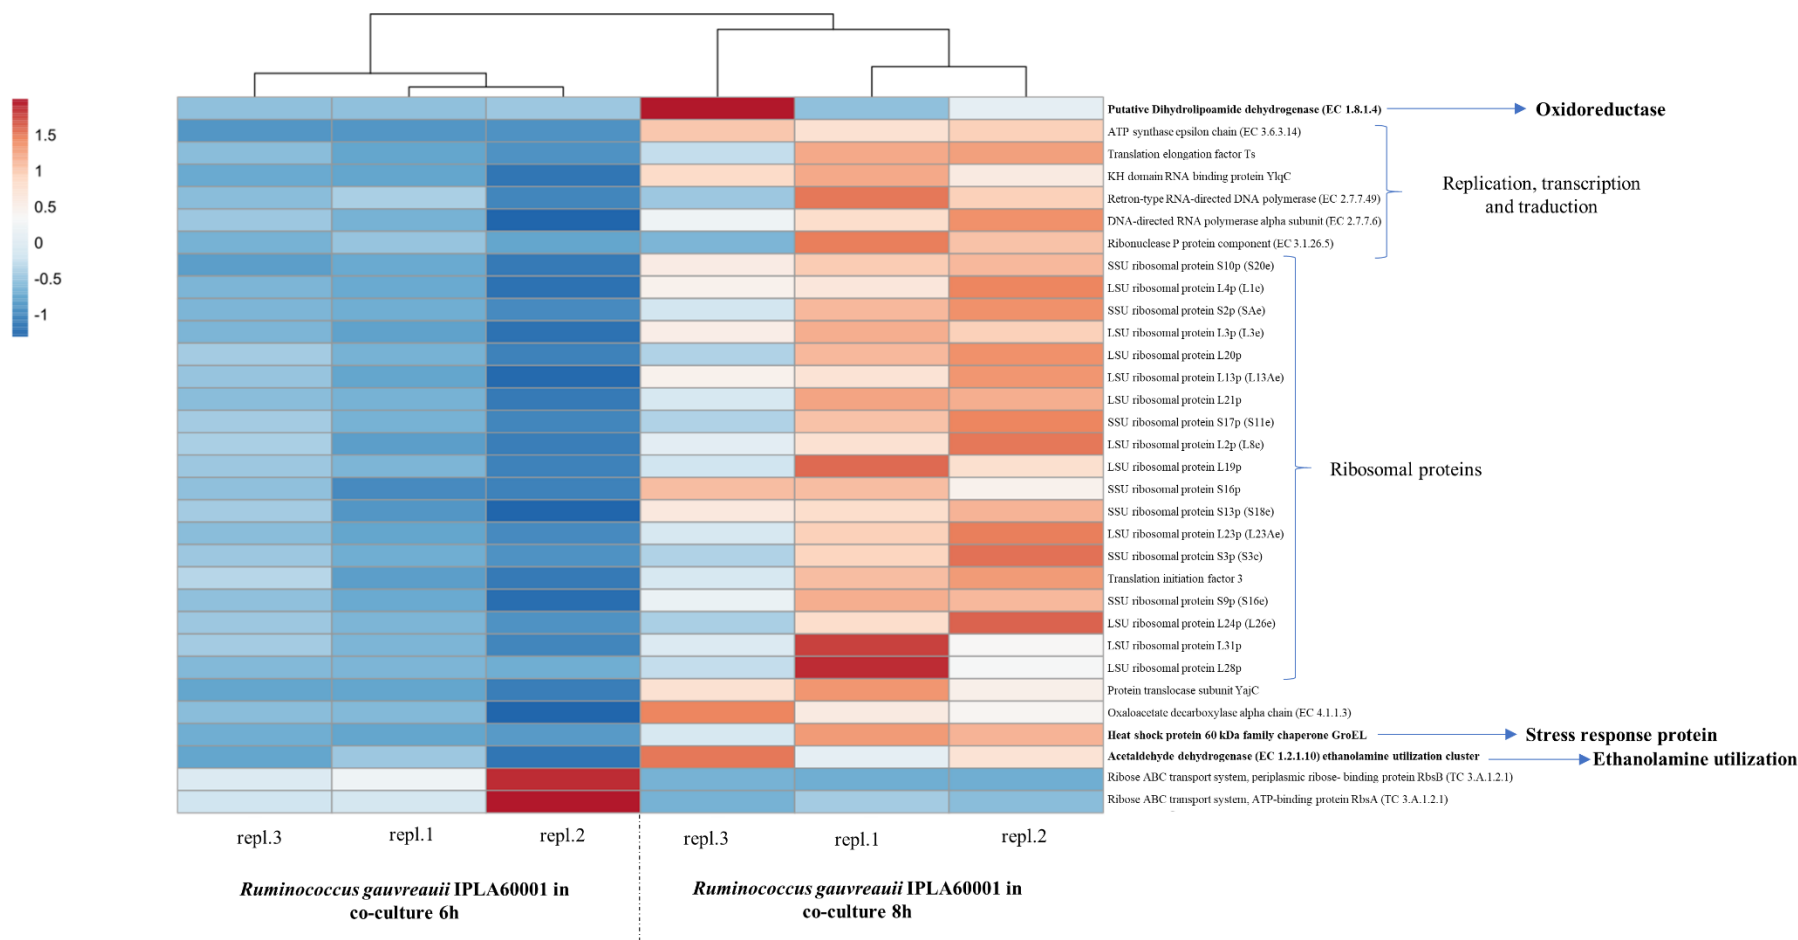

Suppl. Fig. 3. Heatmap of the transcription level of differentially expressed *Ruminococcus gauvreauii* IPLA60001 genes between 6 and 8 h of growth in co-culture with *Ruminococcoides bili* IPLA60002. The heatmap shows only the genes that were differentially expressed with a log2 (fold change) < -1 or > 1 and an adjusted *p*-value of 0.05.

Supplementary Tables

Suppl. Table 1. Differences in genes encoding for vitamin, cofactors and amino acid production pathways between *Ruminococcoides bili* IPLA60002 and *Ruminococcus gauvreauii* IPLA60001. Absence (-) and presence (+) are marked with negative and positive symbols.

Subsystem	Role	IPLA60001	IPLA60002
**Vitamins and cofactors**			
Biotin biosynthesis	Substrate-specific component BioY of biotin ECF transporter	+	+
	Long-chain-fatty-acid--CoA ligase (EC 6.2.1.3)	+	-
	3-ketoacyl-CoA thiolase (EC 2.3.1.16)	+	-
	Biotin operon repressor	+	+
	Adenosylmethionine-8-amino-7-oxononanoate aminotransferase (EC 2.6.1.62)	-	+
	ATPase component BioM of energizing module of biotin ECF transporter	-	+
Biotin biosynthesis Experimental	Competence protein F homolog, phosphoribosyltransferase domain	+	+
	Adenosylmethionine-8-amino-7-oxononanoate aminotransferase (EC 2.6.1.62)	-	+
Thiamine biosynthesis	Sulfur carrier protein adenylyltransferase ThiF	+	+
	tRNA S(4)U 4-thiouridine synthase (former ThiI)	+	-
	Substrate-specific component ThiT of thiamin ECF transporter	+	+
	Thiazole biosynthesis protein ThiG	+	+
	Thiamin pyrophosphokinase (EC 2.7.6.2)	+	+
	Thiamin-phosphate pyrophosphorylase (EC 2.5.1.3)	+	+
	Sulfur carrier protein ThiS	-	+
	1-deoxy-D-xylulose 5-phosphate synthase (EC 2.2.1.7)	+	+
	Hydroxyethylthiazole kinase (EC 2.7.1.50)	+	-
	Hydroxymethylpyrimidine ABC transporter, transmembrane component	+	-
	Predicted hydroxymethylpyrimidine transporter CytX	+	-
	Thiamine-monophosphate kinase (EC 2.7.4.16)	+	-
Riboflavin, FMN and FAD metabolism	Hydroxymethylpyrimidine ABC transporter, ATPase component	+	-
	FMN adenylyltransferase (EC 2.7.7.2)	+	+
	Substrate-specific component RibU of riboflavin ECF transporter	+	+
Riboflavin, FMN and FAD metabolism in plants	Riboflavin kinase (EC 2.7.1.26)	-	+
	FIG000859: hypothetical protein YebC	+	+
	Molybdopterin binding motif, CinA N-terminal domain	+	+
	Multi antimicrobial extrusion protein (Na ⁺)/drug antiporter), MATE family of MDR efflux pumps	+	+
	C-terminal domain of CinA type S	+	+
	6,7-dimethyl-8-ribityllumazine synthase (EC 2.5.1.78)	+	-
	5-amino-6-(5-phosphoribosylamino)uracil reductase (EC 1.1.1.193)	+	-
	tRNA pseudouridine synthase B (EC 4.2.1.70)	+	+

	Riboflavin kinase (EC 2.7.1.26)	+	-
	GTP cyclohydrolase II (EC 3.5.4.25)	+	-
	Riboflavin synthase eubacterial/eukaryotic (EC 2.5.1.9)	+	-
	Diaminohydroxyphosphoribosylaminopyrimidine deaminase (EC 3.5.4.26)	+	-
	3,4-dihydroxy-2-butanone 4-phosphate synthase (EC 4.1.99.12)	+	-
	FMN adenylyltransferase (EC 2.7.7.2)	-	+
	Substrate-specific component RibU of riboflavin ECF transporter	-	+
	Riboflavin kinase (EC 2.7.1.26)	-	+
Riboflavin to FAD	FMN adenylyltransferase (EC 2.7.7.2)	+	+
	Riboflavin synthase eubacterial/eukaryotic (EC 2.5.1.9)	+	-
	Riboflavin kinase (EC 2.7.1.26)	+	+
	3,4-dihydroxy-2-butanone 4-phosphate synthase (EC 4.1.99.12)	+	-
Pyridoxine (Vitamin B6) Biosynthesis	Pyridoxine biosynthesis glutamine amidotransferase, synthase subunit (EC 2.4.2.-)	-	+
	D-3-phosphoglycerate dehydrogenase (EC 1.1.1.95)	+	+
	Pyridoxamine 5'-phosphate oxidase (EC 1.4.3.5)	+	+
	Pyridoxal kinase (EC 2.7.1.35)	-	+
	Phosphoserine aminotransferase (EC 2.6.1.52)	+	+
	1-deoxy-D-xylulose 5-phosphate synthase (EC 2.2.1.7)	+	+
	Pyridoxine biosynthesis glutamine amidotransferase, glutaminase subunit (EC 2.4.2.-)	-	+
	NAD-dependent glyceraldehyde-3-phosphate dehydrogenase (EC 1.2.1.12)	+	+
	Predicted transcriptional regulator of pyridoxine metabolism	+	-
Folate biosynthesis cluster	Cell division protein FtsH (EC 3.4.24.-)	+	+
	Pantoate--beta-alanine ligase (EC 6.3.2.1)	-	+
	tRNA(Ile)-lysine synthetase (EC 6.3.4.19)	+	+
	Hypoxanthine-guanine phosphoribosyltransferase (EC 2.4.2.8)	+	+
	GTP cyclohydrolase I (EC 3.5.4.16) type 1	+	-
	Dihydropteroate synthase (EC 2.5.1.15)	+	-
	Aspartate 1-decarboxylase (EC 4.1.1.11)	-	+
	Dihydroneopterin aldolase (EC 4.1.2.25)	+	-
	2-amino-4-hydroxy-6-hydroxymethyldihydropteridine pyrophosphokinase (EC 2.7.6.3)	+	-
Folate Biosynthesis	GTP cyclohydrolase I (EC 3.5.4.16) type 1	+	-
	Dihydrofolate reductase (EC 1.5.1.3)	+	-
	Dihydropteroate synthase (EC 2.5.1.15)	+	-
	Thymidylate synthase (EC 2.1.1.45)	+	-
	Aminodeoxychorismate lyase (EC 4.1.3.38)	+	-
	2-amino-4-hydroxy-6-hydroxymethyldihydropteridine pyrophosphokinase (EC 2.7.6.3)	+	-
	Putative DHNTP pyrophosphatase	+	-
	Dihydroneopterin aldolase (EC 4.1.2.25)	+	-
	Dihydrofolate synthase (EC 6.3.2.12)	+	+
	Folylpolyglutamate synthase (EC 6.3.2.17)	+	+
	Substrate-specific component FolT of folate ECF transporter	-	+
	5-formyltetrahydrofolate cyclo-ligase (EC 6.3.3.2)	+	+
	Thymidylate synthase thyX (EC 2.1.1.-)	-	+
	Para-aminobenzoate synthase, amidotransferase component (EC 2.6.1.85)	+	+
	Aspartate 1-decarboxylase (EC 4.1.1.11)	-	+

Coenzyme A biosynthesis	3-methyl-2-oxobutanoate hydroxymethyltransferase (EC 2.1.2.11)	-	+
	Dephospho-CoA kinase (EC 2.7.1.24)	+	+
	Pantothenate kinase type III, CoaX-like (EC 2.7.1.33)	+	+
	Aspartate 1-decarboxylase (EC 4.1.1.11)	-	+
	Ketol-acid reductoisomerase (EC 1.1.1.86)	+	+
	Phosphopantetheine adenylyltransferase (EC 2.7.7.3)	+	+
	Phosphopantothenoylcysteine synthetase (EC 6.3.2.5)	+	+
	Pantoate--beta-alanine ligase (EC 6.3.2.1)	-	+
	Phosphopantothenoylcysteine decarboxylase (EC 4.1.1.36)	+	+
	Substrate-specific component PanT of predicted pantothenate ECF transporter	+	-
**Amino acids**			
Glutamine, Glutamate, Aspartate and Asparagine biosynthesis	Aspartate--ammonia ligase (EC 6.3.1.1)	+	-
	Aspartate aminotransferase (EC 2.6.1.1)	+	+
	NAD-specific glutamate dehydrogenase (EC 1.4.1.2)	+	-
	Glutamate racemase (EC 5.1.1.3)	+	+
	Asparagine synthetase [glutamine-hydrolyzing] (EC 6.3.5.4)	+	+
	Glutamate synthase [NADPH] large chain (EC 1.4.1.13)	+	+
	Glutamine synthetase type I (EC 6.3.1.2)	+	-
	Glutamate synthase [NADPH] small chain (EC 1.4.1.13)	+	+
	Glutamine synthetase type III, GlnN (EC 6.3.1.2)	+	+
	NADP-specific glutamate dehydrogenase (EC 1.4.1.4)	+	+
Glutamate dehydrogenases	L-asparaginase (EC 3.5.1.1)	-	+
	NADP-specific glutamate dehydrogenase (EC 1.4.1.4)	+	+
Glutamine synthetases	NAD-specific glutamate dehydrogenase (EC 1.4.1.2)	+	-
	Glutamine synthetase type I (EC 6.3.1.2)	+	-
Polyamine metabolism	Glutamine synthetase type III, GlnN (EC 6.3.1.2)	+	+
	ABC transporter, periplasmic spermidine putrescine-binding protein PotD	-	+
	Spermidine Putrescine ABC transporter permease component potC	-	+
	Spermidine Putrescine ABC transporter permease component PotB	-	+
	Ornithine decarboxylase (EC 4.1.1.17)	-	+
	Arginine/ornithine antiporter ArcD	+	-
	Spermidine synthase (EC 2.5.1.16)	+	+
	Carbamate kinase (EC 2.7.2.2)	+	-
	Carboxynorspermidine decarboxylase, putative (EC 4.1.1.-)	+	+
	Putrescine transport ATP-binding protein PotA (TC 3.A.1.11.1)	+	+
	Agmatine deiminase (EC 3.5.3.12)	+	+
	Arginine decarboxylase (EC 4.1.1.19)	+	+
	Carboxynorspermidine dehydrogenase, putative (EC 1.1.1.-)	+	+
	N-carbamoylputrescine amidase (3.5.1.53)	+	+
	Transcriptional regulator, MerR family, near polyamine transporter	+	-
Arginine and Ornithine degradation	5'-methylthioadenosine nucleosidase (EC 3.2.2.16)	+	+
	Arginine/ornithine antiporter ArcD	+	-
	Carbamate kinase (EC 2.7.2.2)	+	-
	Arginine pathway regulatory protein ArgR, repressor of arg regulon	+	+
	Agmatine deiminase (EC 3.5.3.12)	+	+
	Arginine decarboxylase (EC 4.1.1.19)	+	+
	NADP-specific glutamate dehydrogenase (EC 1.4.1.4)	+	+
	Ornithine carbamoyltransferase (EC 2.1.3.3)	+	+

	N-carbamoylputrescine amidase (3.5.1.53)	+	+
	Ornithine decarboxylase (EC 4.1.1.17)	-	+
	Lysine-arginine-ornithine-binding periplasmic protein precursor (TC 3.A.1.3.1)	-	+
Arginine biosynthesis extended	Glutamate N-acetyltransferase (EC 2.3.1.35)	+	-
	Predicted amino-acid acetyltransferase (EC 2.3.1.1)	-	+
	Acetylglutamate kinase (EC 2.7.2.8)	+	+
	Arginine pathway regulatory protein ArgR, repressor of arg regulon	+	+
	Argininosuccinate lyase (EC 4.3.2.1)	+	+
	N-acetylglutamate synthase (EC 2.3.1.1)	+	+
	Argininosuccinate synthase (EC 6.3.4.5)	+	+
	N-acetyl-gamma-glutamyl-phosphate reductase (EC 1.2.1.38)	+	+
	Ornithine carbamoyltransferase (EC 2.1.3.3)	+	+
	Acetylornithine aminotransferase (EC 2.6.1.11)	+	+
Arginine biosynthesis	Glutamate N-acetyltransferase (EC 2.3.1.35)	+	+
	Acetylglutamate kinase (EC 2.7.2.8)	+	+
	Arginine pathway regulatory protein ArgR, repressor of arg regulon	+	+
	Argininosuccinate lyase (EC 4.3.2.1)	+	+
	N-acetylglutamate synthase (EC 2.3.1.1)	+	+
	Argininosuccinate synthase (EC 6.3.4.5)	+	+
	N-acetyl-gamma-glutamyl-phosphate reductase (EC 1.2.1.38)	+	+
	Ornithine carbamoyltransferase (EC 2.1.3.3)	+	+
	Acetylornithine aminotransferase (EC 2.6.1.11)	+	+
	Predicted amino-acid acetyltransferase (EC 2.3.1.1)	-	+
Arginine Deiminase pathway	Arginine/ornithine antiporter ArcD	+	-
	Arginine pathway regulatory protein ArgR, repressor of arg regulon	+	+
	Carbamate kinase (EC 2.7.2.2)	+	-
	Ornithine carbamoyltransferase (EC 2.1.3.3)	+	+
Methionine degradation	S-adenosylhomocysteine nucleosidase (EC 3.2.2.9)	+	+
	Pyruvate-flavodoxin oxidoreductase (EC 1.2.7.-)	+	+
	Methionine ABC transporter ATP-binding protein	+	+
	S-ribosylhomocysteine lyase (EC 4.4.1.21)	+	+
	S-adenosylmethionine synthetase (EC 2.5.1.6)	+	+
	Methionine transporter MetT	+	-
	Methionine gamma-lyase (EC 4.4.1.11)	-	+
Lysine biosynthesis DAP pathway	Diaminopimelate decarboxylase (EC 4.1.1.20)	+	+
	L,L-diaminopimelate aminotransferase (EC 2.6.1.83)	+	+
	Diaminopimelate epimerase (EC 5.1.1.7)	+	-
	Aspartate-semialdehyde dehydrogenase (EC 1.2.1.11)	+	+
	4-hydroxy-tetrahydronicotinate reductase (EC 1.17.1.8)	+	+
	Aspartokinase (EC 2.7.2.4)	+	+
	4-hydroxy-tetrahydronicotinate synthase (EC 4.3.3.7)	+	+
	Meso-diaminopimelate D-dehydrogenase (EC 1.4.1.16)	+	-
Lysine degradation	Lysine decarboxylase (EC 4.1.1.18)	+	+
	Lysine 2,3-aminomutase (EC 5.4.3.2)	+	-
Threonine degradation	Threonine dehydrogenase and related Zn-dependent dehydrogenases	+	-
	Threonine dehydratase (EC 4.3.1.19)	+	+
	L-threonine 3-dehydrogenase (EC 1.1.1.103)	+	-
Cysteine biosynthesis	Cysteine synthase (EC 2.5.1.47)	+	+
	Serine acetyltransferase (EC 2.3.1.30)	+	+
	Sulfate transport system permease protein CysT	-	+
	Sulfate adenylyltransferase subunit 2 (EC 2.7.7.4)	-	+

	Sulfate adenylyltransferase subunit 1 (EC 2.7.7.4)	-	+
	Sulfate and thiosulfate import ATP-binding protein CysA (EC 3.6.3.25)	-	+
	Sulfate and thiosulfate binding protein CysP	-	+
	Sulfate transport system permease protein CysW	-	+
Common Pathway For Synthesis of Aromatic Compounds (DAHP synthase to chorismate)	5-Enolpyruvylshikimate-3-phosphate synthase (EC 2.5.1.19)	+	+
	2-keto-3-deoxy-D-arabino-heptulosonate-7-phosphate synthase I alpha (EC 2.5.1.54)	+	+
	3-dehydroquinate synthase (EC 4.2.3.4)	+	+
	Chorismate synthase (EC 4.2.3.5)	+	+
	3-dehydroquinate dehydratase I (EC 4.2.1.10)	+	-
	Shikimate kinase I (EC 2.7.1.71)	+	+
	2-keto-3-deoxy-D-arabino-heptulosonate-7-phosphate synthase I beta (EC 2.5.1.54)	+	-
	Shikimate/quininate 5-dehydrogenase I beta (EC 1.1.1.282)	+	-
	Shikimate 5-dehydrogenase I alpha (EC 1.1.1.25)	-	+
	3-dehydroquinate dehydratase II (EC 4.2.1.10)	-	+
Chorismate synthesis	5-Enolpyruvylshikimate-3-phosphate synthase (EC 2.5.1.19)	+	+
	Chorismate mutase I (EC 5.4.99.5)	+	-
	2-keto-3-deoxy-D-arabino-heptulosonate-7-phosphate synthase I alpha (EC 2.5.1.54)	+	+
	Prephenate dehydratase (EC 4.2.1.51)	+	+
	3-dehydroquinate synthase (EC 4.2.3.4)	+	+
	Chorismate synthase (EC 4.2.3.5)	+	+
	Prephenate dehydrogenase (EC 1.3.1.12)	+	-
	3-dehydroquinate dehydratase I (EC 4.2.1.10)	+	-
	Shikimate kinase I (EC 2.7.1.71)	+	+
	2-keto-3-deoxy-D-arabino-heptulosonate-7-phosphate synthase I beta (EC 2.5.1.54)	+	-
	Shikimate/quininate 5-dehydrogenase I beta (EC 1.1.1.282)	+	-
	Shikimate 5-dehydrogenase I alpha (EC 1.1.1.25)	-	+
	Prephenate and/or arogenate dehydrogenase (EC 1.3.1.12)	-	+
	3-dehydroquinate dehydratase II (EC 4.2.1.10)	-	+
Chorismate: Intermediate for synthesis of Tryptophan, PAPA antibiotics, PABA, 3-hydroxyanthranilate and more.	Phosphoribosylformimino-5-aminoimidazole carboxamide ribotide isomerase	+	+
	Anthranilate synthase, amidotransferase component (EC 4.1.3.27)	+	+
	Aminodeoxychorismate lyase (EC 4.1.3.38)	+	-
	Tryptophan synthase alpha chain (EC 4.2.1.20)	+	+
	Anthranilate phosphoribosyltransferase (EC 2.4.2.18)	+	+
	Tryptophan synthase beta chain (EC 4.2.1.20)	+	+
	Indole-3-glycerol phosphate synthase (EC 4.1.1.48)	+	+
	Anthranilate synthase, aminase component (EC 4.1.3.27)	+	+
	Phosphoribosylanthranilate isomerase (EC 5.3.1.24)	+	+
	Para-aminobenzoate synthase, aminase component (EC 2.6.1.85)	+	-
	Tryptophan synthase beta chain like (EC 4.2.1.20)	+	+
	Isochorismatase (EC 3.3.2.1)	+	-
Phenylalanine and Tyrosine branches from Chorismate.	Para-aminobenzoate synthase, amidotransferase component (EC 2.6.1.85)	+	+
	Chorismate mutase I (EC 5.4.99.5)	+	-
	Prephenate dehydratase (EC 4.2.1.51)	+	+
	Prephenate dehydrogenase (EC 1.3.1.12)	+	-
	Biosynthetic Aromatic amino acid aminotransferase alpha (EC 2.6.1.57)	+	-
	Prephenate and/or arogenate dehydrogenase (EC 1.3.1.12)	-	+

Tryptophan<br>synthesis	Anthranilate synthase, amidotransferase component (EC 4.1.3.27)	+	+
	Aminodeoxychorismate lyase (EC 4.1.3.38)	+	-
	Tryptophan synthase alpha chain (EC 4.2.1.20)	+	+
	Para-aminobenzoate synthase, aminase component (EC 2.6.1.85)	+	-
	Anthranilate phosphoribosyltransferase (EC 2.4.2.18)	+	+
	Tryptophan synthase beta chain (EC 4.2.1.20)	+	+
	Indole-3-glycerol phosphate synthase (EC 4.1.1.48)		+
	Para-aminobenzoate synthase, amidotransferase component (EC 2.6.1.85)	+	+
	Anthranilate synthase, aminase component (EC 4.1.3.27)	+	+
	Phosphoribosylanthranilate isomerase (EC 5.3.1.24)	+	+
Glycine<br>Biosynthesis	Serine hydroxymethyltransferase (EC 2.1.2.1)	+	+
	L-threonine 3-dehydrogenase (EC 1.1.1.103)	+	-
Serine<br>Biosynthesis	D-3-phosphoglycerate dehydrogenase (EC 1.1.1.95)	+	+
	Serine hydroxymethyltransferase (EC 2.1.2.1)	+	+
	Phosphoserine aminotransferase (EC 2.6.1.52)	+	+
	Phosphoserine phosphatase (EC 3.1.3.3)	-	+

How the deposited data were processed for this re-analysis (not part of the article)

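RNA-seq counts of 2 bacterial strains, R. gauvreauii IPLA60001 and R. bili IPLA60002, were analysed in 12 libraries, 3 in each of 4 groups. Conditions and replicates were taken from the sample labels and the methods of the paper. The paper calls the replicates technical.

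The authors made the deposited counts by aligning reads to the contigs of each strain with Bowtie2 2.2.6 and SAMtools 1.4, as the submitters' processing notes and the methods say, and by counting with featureCounts 1.6.3, as the header of the tables says. The deposited tables hold raw whole-number counts for each annotation text. The authors' deposited comparison tables hold log2 fold changes, p-values and adjusted p-values from DESeq2, and were used only for comparison with the values computed here. The same library appears in more than 1 table of a strain, and its 18 repeated columns were equal. The row that pools hypothetical proteins took 17.2% to 29.7% of counts in R. gauvreauii and 35.7% to 42.9% in R. bili. It names no gene and was left out. Neither strain's table had rows for rRNA or tRNA, so the planned share of counts without rRNA rows was not run.

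Counts were tested with edgeR 4.0.16 (TMM factors, its default filter on low counts by group, quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. Only the 2 groups compared entered a fit. A call needed an adjusted p of at most 0.05 and a log2 fold change beyond 1. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene lists were tested with camera from limma 3.58.1 on log2 CPM with a preset correlation of 0.01, with an estimated correlation and with fry. With an estimated correlation 0 of the lists in any of the 6 comparisons had an adjusted p of at most 0.05. Of 167 list tests 28 passed with the preset correlation and lost the call with the estimated one. The p given for a list in the text is that of camera with the estimated correlation, unadjusted unless called adjusted. R. gauvreauii had 201984 to 499647 counts per library in coculture and 3179715 to 3281764 in monoculture. The procedure was tested on simulated counts drawn from the means and sizes of these libraries, with 1 dispersion for all genes of a comparison. Genes with a wider spread than that were not simulated. For R. bili between 6 and 8 h it recovered 90% of genes simulated at a log2 fold change of 1.5, and for R. gauvreauii in coculture at 8 h against monoculture 36.1% at 1.5 and 67% at 2.

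The comparisons, the main test, the alternatives and the 34 gene lists were set before the data were examined. That plan did not name leaving out the row that pools hypothetical proteins. With this row kept, R. bili at 8 h against 6 h of coculture had 47 genes higher and 23 lower, instead of 45 and 30. The lists are patterns on annotation text. In 12 of them false matches were removed by row name after the calls of the authors' deposited tables had been seen and before the lists were tested, and counts with the patterns as first written were also computed. The rule for named genes took, for each comparison, up to 10 called genes with the highest and 10 with the lowest log2 fold change whose groups do not overlap, the genes the paper names, whose values in the paper had been seen, and up to 4 members with the smallest p of each list described. Tests planned for the share of R. gauvreauii counts as a pattern to weigh were dropped before they were run, in favour of the counts that both strains share, and the share is given with its alternatives instead.

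Alternatives were RLE and upper-quartile factors, total counts only, factors without ribosomal protein genes, DESeq2 1.42.0, no filter and a stricter filter at a mean count of 50, other thresholds, glmTreat, a fit of 3 groups, a replicate block and leaving out each library. Shares were computed in Python 3.11 with Wilson intervals at 95% and exact permutation tests from SciPy.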

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

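The tests of sequencing depth and of R. bili reads in 1 library, and the test of counts shared by both strains, were chosen only after the result was seen.

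The paper does not report coculture at 6 h against monoculture at 8 h. In R. bili IPLA60002 7 genes were higher and 17 lower, and in R. gauvreauii IPLA60001 60 were higher and 90 lower, by edgeR's quasi-likelihood test at the same thresholds. Time and partner differ together here, and in R. gauvreauii the carbon source too. The balance of directions depended on the scaling. R. bili had 11 and 14 with upper-quartile factors, 11 and 10 with total counts and 18 and 19 with DESeq2, and R. gauvreauii 92 and 75 with upper-quartile factors and 48 and 46 with total counts. The R. bili counts were 0 and 0 without replicate 1 at 6 h, 2 higher without replicate 3 and 16 higher without replicate 2 at 6 h, and 4 higher without monoculture replicate 3. Those of R. gauvreauii were 15 and 27 without monoculture replicate 1, 31 higher without monoculture replicate 2, 39 and 35 without replicate 1 at 6 h, 96 higher without replicate 2 and 45 lower without replicate 3.

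Ribosomal protein genes went in opposite directions in the 2 strains of the same 6 libraries. Scaled by total counts without TMM factors, their mean log2 CPM rose from 6 h to 8 h by 0.85 in R. gauvreauii. It fell by 0.62 in R. bili, a difference of 1.46. Every library at 8 h lay above every one at 6 h in R. gauvreauii and below in R. bili. Permuting the times gives p = 0.1 (exact, two-sided), the smallest that 3 against 3 allow. For the rise in R. gauvreauii, a median log2 fold change of 1.18 over the list with TMM factors, 2 technical explanations were tested. Without replicate 2 at 6 h, which has a background of counts, the median was 1.01, and with normalization factors set without ribosomal protein genes it was 1.22. Neither that library nor the part of these genes in the factors accounts for the rise. Its size did depend on the scaling, with a median of 0.94 by total counts and 1.00 with upper-quartile factors. Without replicate 3 at 8 h it was 0.92. The fall in R. bili was not tested in this way. That the strains' growth diverges with time is left open by the design and was not tested. The R. gauvreauii share of counts was 16.0% at 6 h and 10.6% at 8 h (exact permutation test, p = 0.3). Over ribosomal protein genes alone it was 6.00% and 7.76%. A share of counts is relative to the other strain and not a share of cells, so it does not decide this.

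Replicate 2 at 6 h had counts in nearly every gene of both strains, with 1 row of R. gauvreauii at 0 against 93 and 124 in the other libraries at 6 h. Deeper sequencing is excluded, since its total was 0.59 times the mean of the others. Reads of R. bili counted for R. gauvreauii are argued against as well, since they would grow with the R. bili counts, which were 0.55 times the mean of the others, and since R. bili's own rows had 0 at 0 against 7 and 10. Genomic DNA in this library stays open. Among the genes with the lowest expression, 354 of R. gauvreauii and 255 of R. bili, the count rose with coding length at a Spearman correlation of 0.63 in R. gauvreauii and 0.51 in R. bili, between the bounds set in advance, while it lay between -0.202 and 0.0807 in the other coculture libraries.

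For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In R. bili the real split called 6 genes at 8 h against monoculture, and 1 split of 10 gave as many. Between 8 h and 6 h, and at 6 h against monoculture, 1 of 10 did as well. In R. gauvreauii 1 of 10 did in each comparison with monoculture, and 10 of 10 at 8 h against 6 h, where the real count was 0. The highest count in any other split was 0 in all 6 comparisons.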

How the results depend on the processing

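Counts are given as higher and lower, with R. bili at 8 h against monoculture called B1, R. bili at 8 h against 6 h B2, R. bili at 6 h against monoculture B3, and the matching R. gauvreauii comparisons at 8 h against 6 h G1, at 8 h against monoculture G2 and at 6 h against monoculture G3. The checks with the hypothetical protein row, with rows of 1 coding sequence and with thinned counts were chosen after the data were seen. Of the settings of each named gene, 1510 kept its direction and its side of the threshold, 189 lost the call, 80 gained it and 0 reversed. DESeq2 gave 27 and 4 in B1, 18 higher in B3, 29 and 3 in G1, 136 and 122 in G2 and 136 and 170 in G3, and on all rows 27 and 4, 18 higher, 30 and 1, 132 and 124, and 147 and 170. An adjusted p of 0.01 left 0 in B1, 11 and 5 in B2, 2 and 9 in B3, 28 and 14 in G2 and 15 and 15 in G3, and glmTreat 0 in B1, 4 and 0 in B2, 0 and 0 in B3, 29 and 17 in G2 and 18 and 22 in G3, as stricter tests do. Without a fold limit B2 had 117 and 116 and B3 17 and 39. A fit of 3 groups gave 18 and 2 in B1 and 120 and 137 in G3. Total counts gave 14 higher in B1, 51 lower in B2, 11 and 10 in B3, 38 and 12 in G2 and 46 lower in G3, upper-quartile factors 11 higher in B3 and 92 in G3, and factors without ribosomal protein genes 1 lower in B1. Total counts moved the median of all genes by 0.37 in G3, 0.179 in B3 and -0.197 in G1 on the log2 scale. Rows of 1 coding sequence gave 1 lower in B1, 11 lower in B3, 2 higher in G1 and 41 lower in G2. With the replicate block B1 had 0 higher, B2 47 and 31, B3 9 and 19, G1 0 and 0, G2 32 and 17 and G3 32 and 49. The numbers were not taken to pair the libraries, for which each pair needed a correlation over 0.1. Of the 6 coculture libraries every one correlated best with its own number in both strains, a hint from the data, but the pairs had 0.192, 0.205 and 0.168 in G1 and only 0.203, 0.0871 and 0.0426 in B2. Leaving out 1 library gave 0 to 24 and 0 to 1 in B1, 20 to 48 and 5 to 41 in B2, 0 to 16 and 0 to 21 in B3, 0 and 0 to 1 in G1, 23 to 103 and 11 to 85 in G2, 15 to 96 and 27 to 122 in G3. From 6 h to 8 h the R. gauvreauii share changed by -5.39 points, by -7.92 to -3.64 points without 1 library, and over ribosomal protein genes alone it rose by 1.75 points. Except where a stricter test or fewer libraries account for it, the cause was not tested. Of the list tests 28 lost their call with an estimated correlation, and with fry 20 lost and 7 gained it. Counts were also simulated, with 1 dispersion for all genes of a comparison. At a log2 fold change of 1.5 the test recovered 37.8% of genes in G1, 36.1% in G2 and 15% in G3, against 90% in B2. Whether depth or the spread between libraries sets this was not tested.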

Differences from the paper's values

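No log2 fold change of Table 2 differed by more than its standard error from the value computed here, over 14 genes, with a largest difference of 0.18.

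The paper draws more genes as changed than edgeR called. For R. bili in coculture against monoculture at 8 h it draws 29 genes in Fig. 3, and edgeR called 6 of them, with 25 above 0 and 4 below. DESeq2, set before the data were examined and the tool the paper names, called all 29, 25 higher and 4 lower. Among other settings, total counts called 13 higher, a fit of 3 groups 18 higher and 2 lower, and edgeR without replicate 3 in coculture 22 higher and 1 lower. For 8 h against 6 h it draws or names 82, of which 80 were tested. Of these edgeR called 41 higher and 29 lower, and DESeq2 44 higher and 36 lower. DESeq2 on all rows, chosen after the values were seen, called 44 higher and 38 lower of 82 and dropped 0. The paper presents ribosomal protein and related genes of R. gauvreauii as higher at 8 h than at 6 h (Fig. S3). Of the 34 tested here edgeR called 0, with 32 above 0, and DESeq2 called 26 higher and 2 lower. DESeq2 on all rows, chosen after the values were seen, called 29 higher and 1 lower of 35 and dropped 5. Without replicate 3 at 6 h edgeR called RbsB lower, and on rows of 1 coding sequence, also chosen after the values were seen, S10p and the epsilon chain of ATP synthase higher. Acetaldehyde dehydrogenase, which the paper names as higher at 8 h, had a log2 fold change of 1.08 at an adjusted p of 0.252 from edgeR and 0.0631 from DESeq2.

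The paper names myo-inositol 2-dehydrogenase as higher in coculture. It had a log2 fold change of 0.74 at an adjusted p of 0.143 from edgeR's quasi-likelihood test and 0.0514 from DESeq2. The adjusted p that the paper itself gives in Table 2, at a log2 fold change of 0.737, also lies above 0.05.

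The log2 fold changes of Table 2 lie 0.0458 to 0.577 above those in the authors' deposited table for this comparison. DESeq2 run on all rows of the counts, a setting chosen after the values were seen, came within 0.00687 of Table 2 for all 14 genes. For R. gauvreauii at 8 h against 6 h the authors' deposited table has 11 genes higher and 1 lower at the thresholds of the paper.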

Other observations

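The loci below were chosen after the values were seen. Each stretch was drawn around the called genes of 1 list, so their calls in that comparison were fixed in advance. This holds for 7 genes on contig 08 at 8 h against 6 h and 5 on contig 07 at 8 h against monoculture. On contig 08 of R. bili IPLA60002, between 48392 and 70324, lie 19 tested genes, mostly of sulfate uptake, sulfate reduction and tetrapyrrole synthesis, with thioredoxin reductase, a sulfur carrier protein activating protease, a HesA/MoeB/ThiF family protein and an uncharacterized UPF0033 protein among them. At 8 h of coculture 13 of them were higher than at 6 h by edgeR's quasi-likelihood test, and all 19 had log2 fold changes above 0, from 0.62, in a gene not called, to 3.87. Against monoculture for 8 h all 19 were again above 0, with a median of 2.26, and 1 was called by edgeR, with 18 at an unadjusted p under 0.05 and 14 called by DESeq2. At 6 h of coculture against monoculture 0 of 17 tested there were called by edgeR, with 5 at an unadjusted p under 0.05, 2 called by DESeq2, 3 above 0 and a median of -0.45. On contig 07 of R. gauvreauii IPLA60001, between 434923 and 440177, 6 tested genes of ethanolamine use and cobalamin activation were all higher in coculture than in monoculture, by log2 fold changes of 6.75 to 8.26 at 8 h and with a median of 6.61 at 6 h. From 6 h to 8 h they were 0.26 to 1.72 above 0 on the log2 scale, and 0 were called by edgeR, with 2 at an unadjusted p under 0.05 and 1 called by DESeq2.

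Against monoculture on glucose for 8 h, R. gauvreauii in coculture at 6 h had 18 of 53 ribosomal protein genes lower by edgeR (46 when adjusted over the list alone, 44 by DESeq2 and 48 at an unadjusted p under 0.05, p = 0.153 with an estimated correlation) and 11 of 22 cobalamin synthesis genes lower (14 when adjusted over the list alone and 14 by DESeq2, p = 0.0371 and adjusted p = 0.408 with an estimated correlation). Outside the cobalamin list, Cob(III)alamin reductase and the ATP:Cob(I)alamin adenosyltransferase of ethanolamine use were called higher at 6 h, at 6.64 and 5.63 on the log2 scale. Ribosomal protein S20p had a log2 fold change of -3.58 (SE 0.65), the biotin carboxyl carrier protein of acetyl-CoA carboxylase, which starts fatty acid synthesis, -3.73 (SE 0.43). S20p was not called without replicate 1 at 6 h (adjusted p = 0.0502 from edgeR's quasi-likelihood test). In R. bili at 6 h against monoculture the neighbouring genes for the heat shock repressor HrcA and for GrpE, a partner of the chaperone DnaK, rose by 1.21 (SE 0.18) and 1.13 (SE 0.17). Subunits I and C of the V-type ATP synthase had log2 fold changes of -1.32 (SE 0.15) and -1.28 (SE 0.17), Spo0A -1.38 (SE 0.30) and neopullulanase, a row of 4 coding sequences, -1.21 (SE 0.22). Without replicate 1 at 6 h 0 genes of R. bili were called by edgeR, with 224 at an unadjusted p under 0.05, and the adjusted p of HrcA was 0.0643 from the same test. Spo0A was also not called without replicate 3 at 6 h or monoculture replicate 1 or 2 (adjusted p up to 0.132 from the same test), nor neopullulanase without any 1 library at 6 h (up to 0.0958).

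Both strains carry a row for the tetracycline resistance protein Tet(W), which had a log2 fold change of 7.01 (SE 0.74) in R. gauvreauii in coculture at 8 h against monoculture. The test of this pattern was chosen after the values were seen. Its counts were equal for both strains in 6 of 6 coculture libraries, for example 2625 for each in replicate 2 at 8 h, so the same reads counted for both strains is an explanation the values bear out, and the change cannot be assigned to R. gauvreauii. R. bili alone had 401 to 1281 counts in this row and R. gauvreauii alone 23 to 151. Of the annotation texts that both strains share, 2 had equal counts in all coculture libraries, Tet(W) and a hypothetical protein next to it, FIG00519111. DNA primase amino-terminal domain and FIG00516043 had equal counts in 5 of 6 and FIG00521858 in 4 of 6.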
